# Molecular Signature of Neuroinflammation Induced in Cytokine-Stimulated Human Cortical Spheroids

**DOI:** 10.3390/biomedicines10051025

**Published:** 2022-04-29

**Authors:** Kim M. A. De Kleijn, Kirsten R. Straasheijm, Wieteke A. Zuure, Gerard J. M. Martens

**Keywords:** brain, cortical spheroids, human, IL-1β, neuroinflammation, NFκB, RNA-sequencing, STAT, TNFα

## Abstract

Crucial in the pathogenesis of neurodegenerative diseases is the process of neuroinflammation that is often linked to the pro-inflammatory cytokines Tumor necrosis factor alpha (TNFα) and Interleukin-1beta (IL-1β). Human cortical spheroids (hCSs) constitute a valuable tool to study the molecular mechanisms underlying neurological diseases in a complex three-dimensional context. We recently designed a protocol to generate hCSs comprising all major brain cell types. Here we stimulate these hCSs for three time periods with TNFα and with IL-1β. Transcriptomic analysis reveals that the main process induced in the TNFα- as well as in the IL-1β-stimulated hCSs is neuroinflammation. Central in the neuroinflammatory response are endothelial cells, microglia and astrocytes, and dysregulated genes encoding cytokines, chemokines and their receptors, and downstream NFκB- and STAT-pathway components. Furthermore, we observe sets of neuroinflammation-related genes that are specifically modulated in the TNFα-stimulated and in the IL-1β-stimulated hCSs. Together, our results help to molecularly understand human neuroinflammation and thus a key mechanism of neurodegeneration.

## 1. Introduction

The pro-inflammatory cytokines tumor necrosis factor alpha (TNFα) and interleukin-1beta (IL-1β) play a crucial role in the homeostasis of the central nervous system (CNS), a number of neurological diseases, and CNS injury and repair [1,2,3,4,5,6,7]. For instance, levels of TNFα are elevated in patients suffering from Alzheimer’s disease (AD) [6], major depression [8,9], multiple sclerosis (MS) [10] and acute brain trauma and other encephalopathies [6]. Elevated IL-1β-levels have been reported in AD, Parkinson’s disease (PD), MS [11], epilepsy and stroke [3,7]. Furthermore, TNFα and IL-1β have important functions during human fetal brain development [12]. To explore how TNFα and IL-1β may contribute to disease onset, progression and maintenance is challenging, as studying the effects of these cytokines in an animal model entails translational issues and research with a cell line or co-culture cell model represents a reductionistic approach. Human brain organoids constitute an attractive three-dimensional (3D) model to study human brain developmental processes as well as the pathophysiological mechanisms underlying neurodevelopmental and neurodegenerative diseases, including neuroinflammatory processes [13,14,15,16].

Recently, we designed a protocol to generate human cortical spheroids (hCSs) comprising neuroectoderm-derived neural progenitor cells (NPCs), excitatory and inhibitory neurons, astrocytes and oligodendrocyte lineage cells as well as mesoderm-derived microglial and endothelial cells. In the current study, we set out to explore the effects of stimulating our hCSs for three time periods with TNFα and IL-1β. We use transcriptome-wide RNA-sequencing (RNA-seq) analysis to show that the major process induced by TNFα as well as by IL-1β is neuroinflammation. Central in this process are endothelial cells, microglia and astrocytes, and activation of the NFκB and STAT pathways. In addition to this equivalent impact of TNFα and IL-1β, we find that each of the two cytokines has specific and stimulation-time-dependent effects on hCS gene expression, and that IL-1β exhibits a faster self-inhibitory feedback response to dampen neuroinflammation than TNFα.

## 2. Materials and Methods

### 2.1. Culture of H9 Embryonic Stem Cells (ESCs)

H9 ESCs (WA09; WiCell, passage number 24) were grown feeder independently in E8 medium with Revitacell (diluted 1:100; Thermo Fisher, Waltham, MA, USA, A26445-01) supplemented with Penicillin-Streptomycin (Pen-Strep, 1:100, Thermo Fisher, 15140-122) on Corning Matrigel-coated surfaces (1:60; Corning, Wiesbaden, Germany, CLS354277) at 37 °C and 5% CO_2_. H9 ESCs were passaged twice per week at 1:20–25 splitting ratio. Cells were dissociated by a 5-min 37 °C incubation with Accutase (Invitrogen, Carlsbad, CA, USA, 00-4555-56), centrifuged at 1000 rpm for 5-min in Dulbecco’s phosphate-buffered saline (DPBS) and resuspended in E8 medium. Daily visual inspections were performed to ensure the undifferentiated state of the ESC cultures, and differentiated colonies were marked with a cell-culture marker and removed by micropipette suction. MycoAlert Mycoplasma tests (Lonza, Basel, Switzerland, LT07-118) were performed four times per year to ensure the mycoplasma-free status of the H9 ESC cultures.

### 2.2. Generation of hCSs

To generate hCSs, intact H9 ESC-colonies were detached with ReLESR (STEMcell technologies, Vancouver, BC, Canada, 05872) and low-adherence V-bottom 96-wells (S-Bio, #MS-9096VZ) were seeded with ~1.25 × 10^4^ cells per well. For the first seven days, spheroids were incubated with Spheroid Starter Medium (SSM: DMEM-F12 (Gibco, Madrid, Spain, 31331-028) with 20% knock-out serum (Gibco, 10828-028), 1% non-essential amino acids (Gibco, 11140050), 1% Pen-Strep and 0.1% 2-mercaptoethanol (Thermo Fisher, 31350-010) supplemented with 10 μM of the TGF-β signaling inhibitor SB-431542 (Sigma-Aldrich, Merck Life Science NV, Amsterdam, The Netherlands, S4317) and 1 μM of the BMP4 signaling inhibitor dorsomorphin (Sigma-Aldrich, P5499). Only during cell seeding was 2 μM ROCK inhibitor thiazovivin (Sigma-Aldrich, SML1045) added. The medium was then switched to Neurobasal-A spheroid medium (Thermo Fisher, 10888-022) with 2% B27 supplement minus vitamin A (Gibco; 12587-010), 1% GlutaMAX (Gibco, 35050-061) and 1% Pen-Strep (NSMnogel) (day 7 (d7) until day 25) and subsequently to NSMnogel medium with 15 μg/mL Geltrex (Thermo Fisher, A1413302) (NSM medium) until day 150 (d150). Between d14 and d25 half of the medium was refreshed daily. At d25, hCSs were transferred to 6-well low-attachment plates with a P1000 cut-open tip (~24 spheroids in 6 mL per dish). Between d25 and d150 half of the medium was refreshed every other day. Between d27 and d43 the NSM medium was supplemented with 20 ng/mL NT-3 (Sigma-Aldrich, SRP3128) and 20 ng/mL BDNF (Sigma-Aldrich, SRP3014). Between d43 and d51 the NSM medium was not supplemented with NT-3 and BDNF. Between d51 and d61 the NSM medium was supplemented with 10 ng/mL PDGF-AA (Sigma-Aldrich; H8291) and 10 ng/mL IGF1 (R&D systems, Minneapolis, MN, USA, 291-G1-200). From d61 until d73, half of the medium was refreshed with NSM medium containing 4 μM ketoconazole (Sigma-Aldrich, K1003). From d73 onwards, the medium consisted of NSM only. The sizes of our d150 hCSs were between 0.5 and 1.5 mm. During the entire growth period and all experiments, hCSs were kept at 37 °C and 5% CO_2_. Mycoplasma testing of the hCSs was performed four times per year.

### 2.3. Culture of Human Microglia (HMC3) and Human Oligodendrocyte (HOG) Cell Lines

HMC3 cells were purchased from ATCC (American Type Culture Collection, Manassas, VA, USA, CRL-3304). The HOG cell line was a kind gift of Dr. José Antonio López Guerrero (University of Madrid, Spain). The HMC3 and HOG cells were grown in EMEM (Lonza, BE12-662F) with 10% heat-treated FBS (Gibco, 10270106), 1% glutamax and 1% Pen-Strep, and passaged twice per week at a 1:20 splitting ratio (maximum passage number 35). The medium was refreshed every other day. Mycoplasma testing of the cell lines was performed tri-annually.

### 2.4. Pro-Inflammatory Cytokine Stimulation

For cytokine-stimulation experiments, d150 hCSs were transferred to low-attachment 6-well plates (Corning) that were placed on a gentle cell-culture incubator rocker in order to achieve an optimal flow of cytokines during the stimulation period. hCSs were incubated with 5 ng/mL TNFα (Sigma-Aldrich T0157-10UG; in PBS) or 5 ng/mL IL-1β (Sigma-Aldrich SRP3083-10UG; in PBS) for 4 h, 12 h or 36 h. The cytokine concentrations and stimulation time points were chosen based on our previous studies, studies utilizing 2D cell models [17,18,19,20,21], and the only study published thus far that dealt with cytokine (TNFα) stimulation of a 3D human brain organoid [22]. Following stimulation, spheroids were harvested for RNA isolation and the RNA was subjected to RNA-seq analysis as described below. Unstimulated hCSs from the same batch were used as controls. For pro-inflammatory stimulation experiments with HMC3 and HOG cells, the cells were incubated with 100 ng/mL LPS (Sigma-Aldrich, L4391-1MG) (dissolved in PBS) for 24 h (24 h) with subsequent incubation with 5 ng/mL TNFα (in PBS) and 5 ng/mL IL-1β (in PBS). Following stimulation, HMC3 and HOG cells were harvested for RNA isolation and the RNA was subjected to RNA-seq analysis, as described below.

### 2.5. RNA Isolation

Each hCS was transferred with a cut-open P1000 tip to 300 μL TRIzol reagent (Thermo Fisher; 15596026), snap frozen in liquid nitrogen and stored at −20 °C. For RNA isolation, hCSs were thawed and lysed in 400 μL TRIzol at room temperature for 5 min, then broken into smaller pieces with a P200 tip and incubated for an additional 30 min on ice. HMC3 and HOG cell pellets were snap frozen upon collection, thawed in 400 μL TriZOL and incubated for 30 min on ice. Chloroform was added to the lysed hCSs, HMC3 and HOG cells, and total RNA was extracted, precipitated with 100% 2-propanol and glycogen, washed twice with ice-cold 75% ethanol and dissolved in nuclease-free water. RNA was stored at −20 °C until further processing.

### 2.6. RNA-Seq Analysis

For RNA-seq analysis (BGI Genomics, Shenzhen, China), equal amounts of total RNA samples from 4–5 hCSs were pooled to a total of 700 ng RNA or 1.5 μg total RNA per HMC3 and HOG sample was used. For the determination of total RNA sample quality (RNA concentration, RNA integrity number (RIN) value, 28S/18S and the fragment length distribution), an Agilent 2100 Bioanalyzer (Agilent RNA 6000 Nano Kit, Agilent Technologies, Waldbronn, Germany) was used. Bulk RNA-seq analysis of total RNA samples (RIN value over 7.0, except for the hCSs LPS + TNFα + IL-1β sample: RIN 6.1) was performed on a DNBseq platform with a read depth of 30,000 reads; clean reads were mapped to reference genome h38 using HISAT2 (v2.0.4) and between 17,000 and 18,000 genes were identified. For the identification of differentially expressed genes (DEGs), clean reads were mapped to reference by Bowtie2 (v2.2.5), RNA expression levels were calculated with RSEM (v1.2.12) [23], and DEGs were detected with PoissonDis, as previously described [24] (fold change, FC, equal to or over 2.00 and false discovery rate, FDR, equal to or below 0.001). For the basal expression levels of all genes (fragments per kilobase of exon per million mapped fragments, FPKM), see Supplementary Information S1. For gene nomenclature, Log_2_ FC-values relative to 0 h stimulation and FDR-corrected *p*-values of the DEGs, see Supplementary Information S2. The RNA-seq data for the hCSs has been deposited under GEO accession number GSE200779, and for HMC3 and HOG under GEO accession number GSE200354. The RNA-seq data was validated by qPCR analysis and we calculated per time point the one-tailed Pearson correlation coefficient between the Log_2_ FC-values as obtained by RNA-seq and the mean Log_2_ FC-values as obtained by qPCR.

### 2.7. Bioinformatics Analysis

For an overview of the bioinformatics analysis of DEGs in the stimulated hCSs, see Supplementary Figure S1. The KEGG-pathway tool was used for pathway classification and functional enrichment (via the Phyper R-function) of DEGs in hCSs stimulated by TNFα or IL-1β for 4 h, 12 h or 36 h. The *p*-value per pathway was calculated via the hypergeometric distribution method, and the FDR was calculated per *p*-value (FDR < 0.01 are significantly enriched). The most biologically relevant pathways (core KEGG pathways) were identified based on a *p*-value below 10^−11^ and comprised “Cytokine-Cytokine receptor interaction”, “TNF signaling” and “NFκB signaling”.

Per stimulation time point, and for both TNFα or IL-1β, we constructed molecular landscapes reflecting the functional interactions between the proteins encoded by the DEGs in the three core KEGG pathways. We next constructed a molecular landscape based on the 95 DEGs that were present in the hCS DEG-lists of at least one TNFα and one IL-1β stimulation time point (a total of 1076 common genes) and that were annotated to one of the three core KEGG pathways.

The functions of the proteins encoded by the 95 DEGs were deduced on the basis of information obtained from GeneCards (Human Genome Database) and UniprotKB (Swiss Institute of Bioinformatics), and used to build the molecular landscape that was depicted in Biorender (www.Biorender.com; accessed on 22 March 2022).

To analyze the time courses of mRNA expression (hCS stimulation periods of 4 h, 12 h and 36 h relative to no stimulation), the expression profiles of the 1076 common DEGs were subjected to cluster analysis. Based on the Log_2_ transformed FC at the stimulation time points (4 h, 12 h or 36 h) relative to no stimulation and using a threshold of Log_2_ FC of 2.5 for the Boolean clustering strategy, this analysis revealed 22 clusters (Supplementary Table S1). As such, virtually all of the 1076 genes were allocated to a cluster (99.07% and 99.54% of the TNFα- and IL-1β-induced DEGs were clustered, respectively; Supplementary Table S2). A relatively low percentage of the DEGs overlapped between the TNFα- and IL-1β-clusters, except for clusters 8 and 22 (Supplementary Table S3); note that the two latter clusters contain a high number of DEGs (Supplementary Table S3) and that these DEGs display a relatively low Log_2_ FC at all three time points (between −2.5 and 0, or between 0 and 2.5) (Supplementary Table S1). The biological functions of the genes allocated to a TNFα-specific or IL-1β-specific cluster were deduced on the basis of information obtained from GeneCards and UniprotKB.

From a human fetal brain single-cell RNA-seq dataset (gestational weeks 22–23; [25]), we identified gene markers in five different brain regions (frontal cortex, parietal cortex, temporal cortex, occipital cortex and non-cortical regions) for neural progenitors (39–91 markers per brain region), excitatory neurons (691–1444 markers), inhibitory neurons (152–381 markers), astrocytes (92–262 markers), oligodendrocyte precursors (50–71 markers), microglia (491–708 markers) and endothelial cells (316–473 markers) on the basis of their mRNA expression levels in the other cell types being at least ten-fold lower (Supplementary Information S3). In order to estimate to which extent each brain cell type was affected by the cytokine treatment, for each cell type its number of marker genes present in the list of DEGs from our TNFα- or IL-1β-stimulated hCSs was determined, and this number was divided by the total number of marker genes for this cell type.

We further calculated the percentages of overlap between the DEGs in our TNFα- or IL-1β-stimulated hCSs and marker genes for neurodegenerative disease brain cell types as determined in [26] and derived from datasets of the superior frontal gyrus from AD (GEO accession number GSE48350; GSE26927), PD (GSE8397) and MS (GSE26927). In addition, we utilized the nCounter Analysis System from the Nanostring project (www.nanostring.com, accessed on 22 March 2022) to obtain genes genetically associated with AD, PD and MS, as well as genes annotated to the molecular signaling pathways “NFκB”, “neuroinflammation” and “inflammation” to determine their extent of overlap with the DEGs in our TNFα- or IL-1β-stimulated hCSs as well as their extent of overlap with the brain cell-type markers (derived from [25]) that were modulated by TNFα- or IL-1β.

### 2.8. Quantitative PCR (qPCR) Analysis

Following DNAse treatment of the RNA, cDNA synthesis was performed with the Revert Aid H-minus first-strand cDNA synthesis kit (Thermo Scientific). qPCR reactions were performed with SensiFAST™ Probe No-ROX (Meridian Bioscience-Bioline, Memphis, TN, USA, BIO-86005) on 1:10 diluted cDNA (for primer sequences, see Supplementary Table S4) in a Corbett Life Sciences Rotor-Gene 6000. We amplified cDNA for 50 cycles of 95 °C (5 s), 60 °C (10 s) and 72 °C (15 s), and melt-curve analysis was performed to confirm the correct amplicon size. Relative mRNA expression levels were calculated as described in Vandesompele et al. (2002) [27], on take-off (*ct*) values normalized to GAPDH/YWHAZ expression, with the following formula:

(1) $$\;Q_{x}=\mu_{eff}{}^{\left(ct_{min}-ct_{x}\right)}$$

In which $\mu_{eff}$ is the average amplification efficiency of all samples amplified with a certain primer pair, $ct_{min}$ is the minimum *ct* value of these samples and $ct_{x}$ is the *ct* value of the sample for which the *Q_x_*-value is calculated. This formula takes into account the mean amplification efficiency for one primer pair and scales all values between 0 and 1 for relative comparisons.

### 2.9. Immunocytochemistry

hCSs were fixed in 4% paraformaldehyde (PFA, prepared in phosphate buffer) for 45 min at room temperature, washed twice with PBS, incubated for 2 h in 15% sucrose in PBS (4 °C) and then incubated overnight in 30% sucrose in PBS (4 °C). Next, hCSs were embedded in O.C.T. Compound (VWR, Amsterdam, The Netherlands, 361603E) and cut into 5 μm sections on SuperFrost PLUS slides (VWR; J1800AMNZ) at −20 °C. For immunocytochemistry, sections were rehydrated for 5 min in PBS, blocked in home-made blocking buffer (5% goat/donkey/horse serum, 1% BSA, 1% Glycine, 0.1% D-lysine, in PBS) with or without 0.4% Triton-X100 for 30 min at room temperature. Antibodies were diluted in either PBS or PBS-Tween 20 0.1%. We used the antibodies MAP2 (Aves labs, Davis, CA, USA, AB_2313549; 1:200), TAU (Aves labs, AB_2313563; 1:200), GFAP (UC Davis/NIH NeuroMab facility, Davis, CA, USA, N206B/9; 1:500), O1 (Invitrogen, 14-6506-82; 1:200), P2RY12 (Biolegend, San Diego, CA, USA, 848002; 1:250), TMEM119 (Sigma, HPA051870; 1:500) and PECAM1/CD31 (NovusBio, Centennial, CO, USA, JC/70A; 1:100). All primary antibodies were incubated overnight at 4 °C and all secondary antibodies (1:500) for 2 h at room temperature. Washes were performed with PBS or PBS-Tween 20 0.1% (depending on the antibody protocol). DAPI was incubated in PBS (1:5000) for 30 min at room temperature. To test for any background staining, primary antibodies first validated in hCSs at a culture time point at which, based on mRNA expression data, no antigen expression was expected. Sections were imaged with the EVOS FL Auto 2 microscope (Thermo Fisher) with a 60× Olympus oil objective (Thermo Fisher).

### 2.10. Statistical Analysis

The difference between the mRNA expression levels of cell-type-specific markers in H9 hESCs and H9-derived d150 hCSs (Supplementary Figure S2A) was statistically tested with independent sample *t*-tests. When the *p*-value of the Levene’s test for equality of variances was below 0.05, we report the *p*-value without assumed equality of variances. To analyse the mRNA expression levels of a number of neuroinflammation-related genes modulated in stimulated hCSs (Supplementary Figure S3), One-way ANOVA with Dunnett’s post hoc test (one-sided) relative to the unstimulated (0 h) hCSs was used, which involved multiple testing correction. *p*-values below 0.05 were considered statistically significant. Errors bars in mRNA expression graphs represent the standard error of the mean.

## 3. Results

### 3.1. Neuroinflammation Is the Main Process Elicited in hCSs Stimulated with the Pro-inflammatory Cytokines TNFα and IL-1β

To investigate the effects of cytokine stimulation on our 3D hCSs comprising multiple brain cell types derived from both the neuroectoderm (neural progenitor cells, excitatory neurons, inhibitory neurons, astrocytes and oligodendrocytes) and the mesoderm (microglia and endothelial cells) (Supplementary Figure S2A,B), spheroids were incubated for either 4 h, 12 h or 36 h in the presence of 5 ng/mL TNFα or 5 ng/mL IL-1β. RNA-seq analysis of total RNA extracted from hCSs stimulated with TNFα and from control, unstimulated hCSs revealed 1119 DEGs (4 h TNFα; 646 upregulated, 473 downregulated), 1255 DEGs (12 h TNFα; 627 upregulated, 628 downregulated) and 1083 DEGs (36 h TNFα; 534 upregulated, 549 downregulated). In IL-1β-stimulated hCSs, we found 962 DEGs (4 h IL-1β; 420 upregulated, 542 downregulated), 588 DEGs (12 h IL-1β; 436 upregulated, 152 downregulated) and 602 DEGs (36 h IL-1β; 350 upregulated, 252 downregulated). The RNA-seq data was validated by qPCR analysis of a number of neuroinflammation-related genes modulated in the stimulated hCSs (Supplementary Figure S3), showing at all time points a highly significant correlation between the RNA-seq and qPCR data from the TNFα-stimulated hCSs (Supplementary Table S5) as well as between the RNA-seq and qPCR data from the IL-1β-stimulated hCSs (Supplementary Table S6).

KEGG-pathway analysis of the DEGs revealed that among the top-4 pathways at the three time points examined and in both TNFα- and IL-1β-stimulated hCSs, the three most frequently annotated (core) pathways were “Cytokine-cytokine receptor interaction” (ko04060), “TNF signaling pathway” (ko04668) and “NF-kappa B (NFκB) signaling pathway” (ko04065) (Figure 1A). The genes comprising the TNF signaling and NFκB signaling pathways showed the highest overlap (27.7% of the TNF signaling genes are also NFκB signaling genes), while the genes in the Cytokine-cytokine receptor interaction pathway displayed an overlap of only 7.8% and 9.5% with TNF signaling and NFκB signaling genes, respectively (Figure 1B). Gene ontology (GO) analysis of the DEGs also yielded mainly inflammation-related pathways, including “cytokine activity”, “cytokine receptor binding”, and “receptor ligand activity” (Supplementary Figure S4A). About half of the genes in the three core-KEGG-pathways were also present in the three core-GO-pathways (Supplementary Figure S4B). GO-analysis of the upregulated DEGs revealed mostly (neuro) inflammation-related pathways, while the downregulated DEGs were mostly related to “Extracellular matrix remodeling” (Supplementary Figure S4C).

### 3.2. Genes Dysregulated in TNFα- and IL-1β-Stimulated hCSs Are Involved in Positive and Negative Feedback Loops of Neuroinflammatory Signaling Pathways

To identify shared components of the neuroinflammatory response induced in the TNFα- as well as in the IL-1β-stimulated hCSs, we constructed a molecular landscape that showed the functional interactions between the proteins encoded by the common DEGs present in the three core KEGG pathways (Supplementary Figure S5A; Supplementary Information S4). The main biological processes apparent from the molecular landscape were NFκB- and STAT-dependent transcriptional activation. Crucially, the activation of transcriptional programs by NFκB (via *IKK, NFKBIA, NFKB1/2* and *RELB*) and STAT (via *JAK1/2, TYK2* and *STAT1/3/5/6*) (Supplementary Figure S5B,C) induces the expression of pro-inflammatory factors that on their turn trigger these programs to produce cytokines, chemokines and interleukins (such as *CXCL1/2/8*, *CCL9/20* and *IL1A/1B/5/6*), resulting in a positive feedback loop. Concomitantly, inhibitory NFκB-signaling genes (such as *TNFAIP3, BCL3* and *NFKBIA*) and inhibitory STAT-signaling genes (*SOCS3*) were rapidly induced following the cytokine stimulation (Supplementary Figure S5B,C), leading to a negative feedback loop. The presence of concurrent positive and negative NFκB- and STAT-feedback loops illustrates the complexity of the cytokine-induced neuroinflammatory response. These data show that at the three time points both TNFα and IL-1β elicit in hCSs an NFκB- and STAT-dependent regulation of various pro-inflammatory cytokines and chemokines, anti-inflammatory modulators, plasma membrane receptors as well as downstream transcription factors.

### 3.3. Stimulation-Time-Dependent Sets of DEGs in TNFα- and IL-1β-Stimulated hCSs

In the TNFα- and IL-1β-stimulated hCSs, we thus identified neuroinflammation-related pathways at all three time points. Yet, at the three time points the TNFα-modulated sets of DEGs showed an overlap of only ~50% (Supplementary Figure S6A), and the overlap between the three IL-1β-modulated DEG sets was only ~40% (Supplementary Figure S6B). Furthermore, the top-upregulated as well as the top-downregulated DEGs (based on Log_2_ FC) in the TNFα- and IL-1β-stimulated hCSs clearly showed different time-course expression profiles (Supplementary Figure S6C,D), indicating that for each of the two cytokines the compositions of the DEG sets were different at the three time points. On the basis of the TNFα-modulated DEGs annotated to the three core KEGG pathways, we constructed time-point-specific molecular landscapes that showed the marked differences in the various pathway compositions at the three time points (Figure 2A–C; Supplementary Information S5). Similarly, marked pathway composition differences were found by constructing time-point-specific molecular IL-1β landscapes (Figure 3A–C; Supplementary Information S6).

In the hCSs stimulated with TNFα for 4 h, we found the upregulated expression of TNF receptors *(TNFRs)4/5/8/9/12A/18*, IL receptors *(ILRs) 4/6/7/15/18/31* and chemokine receptor *CCR10*, and their ligands, such as *TNFSF7/9/10/13B/15/18*, *IL6/7/12A/15*, *CCL2/4/7/8/11/19/20*, and *CXCL1/2/3/8/9/10/11*, acting upstream of NFκB- and STAT-signaling (Figure 2A). The majority of these receptors and ligands remained upregulated following 12 h and 36 h of TNFα stimulation, except for *IL12A* at 12 h and *CCL4/7/11* and *TNFSF9/18* at 36 h (Figure 2B,C). In addition, the expression of the early response genes *FOS* and *JUN* was upregulated at 4 h TNFα (Figure 2A), and normalized at 12 h and 36 h (Figure 2B,C). Interestingly, already at the 4 h time point, the expression of NFκB-activating (*RIPK2*, *NFKB1*, *NFKB2*, *RELB*) as well as NFκB-inhibiting (*TNFAIP3*, *BCL3*) genes was upregulated (Figure 2A). A similar situation holds for 12 h and 36 h of TNFα stimulation (Figure 2B,C), except for *NFKB1* which was no longer a DEG at 36 h TNFα (Figure 2C). The expression of *TNF* itself was only induced following 4 h and 12 h of TNFα stimulation (Figure 2A,B), in line with a time-dependent normalization of the NFκB response. At all three TNFα-stimulation time points we observed a downregulation of the vascular endothelial receptor *KDR* (Figure 2A–C). Surprisingly, only at 12 h, but not at 4 h and 36 h, the upstream NFκB-inhibiting receptor *LTBR* and NFκB-stimulating receptor *TLR4* were downregulated (Figure 2B), indicating a simultaneous reduction in the activation and inhibition of the NFκB-pathway. In addition, only at 12 h were the SMAD-activating receptors *TGFBR2* and *TGFBR3L*, and the STAT-activating receptors *PDGFRB/L* downregulated (Figure 2B). Interestingly, at the 36 h time point we observed the downregulation of two genes related to cilia motility (*RSPH10B* and *RSPH10B2*) (Figure 2C).

Similar to the 4 h-TNFα-landscape, the molecular landscape of the 4 h IL-1β time point displayed upregulated expression of the NFκB-activating TNF-receptor superfamily members *TNFRSF4/9/12A/18*, but not *TNFRSF1A* and *TNFSFR1B* (Figure 3A), which showed upregulation only at 12 h IL-1β (Figure 3B). Remarkably, only 2, 3 and 4 out of the 7 TNFα-upregulated *TNFSF*s were induced at 4 h, 12 h and 36 h IL-1β, respectively (Figure 3A–C). In addition, at the 4 h time point the expression of various other receptors upstream of NFκB-signaling (*LTBR)* and STAT-signaling (*PDGFRB/L*, *IL11RA)* was already downregulated by IL-1β but not TNFα (Figure 2A and Figure 3A). A number of additional 4 h-TNFα-upregulated genes were already downregulated or not a DEG in the 4 h-IL-1β landscape, suggesting that the IL-1β-elicited neuroinflammatory response may have dampened faster than the TNFα-induced response. Indeed, at 12 h and 36 h following IL-1β stimulation *PDGFRB*, *CCR1* and *LTBR* expression was normalized to baseline levels and the 36 h IL-1β incubation resulted in further normalization to baseline levels of NFκB-activating genes such as *IL11RA, IL31RA, NFKB1, NFKBIA* and *CRLF1* (not DEGs anymore). Also in line with an early dampening of the NFκB-response and in contrast to the findings following 4 h, 12 h and 36 h TNFα stimulation (Figure 2A–C), the expression of the specific NFκB-inhibiting gene *PRKQC* was only downregulated at the 4 h IL-1β-stimulation time point and normalized to baseline levels at 12 h and 36 h IL-1β (Figure 3A–C). Interestingly, in contrast to the downregulation by 36 h TNFα we observed a downregulation of the cilium motility-related gene *RSPH10B* (but not *RSPH10B2*) only following 4 h of IL-1β-stimulation (Figure 3A). These results indicate that despite of the fact that the three core KEGG pathways modulated by TNFα and IL-1β at the three time points were the same, pronounced differences were found in the time-point-dependent and up- or downregulated sets of DEGs contained within these core pathways, whereby the IL-1β stimulation resulted in a faster activation and subsequent normalization of the NFκB- and STAT-pathways.

Next, the 1076 DEGs overlapping between the two cytokine-modulated gene sets at the three stimulation time points were partitioned into 22 clusters, based on the time-course DEG expression profiles following TNFα-stimulation (Figure 4A) and IL-1β-stimulation (Figure 4B); Supplementary Tables S1 and S2 present the clustering strategy and the percentages of DEGs per cluster, respectively. For 12 out of the 22 clusters, we observed less than 25% overlap between the TNFα- and IL-1β-modulated DEGs (Supplementary Table S3; Supplementary Figure S7A), indicating that in the 12 clusters a significant number of genes showed a different time course of expression following either TNFα- or IL-1β-stimulation of the hCSs. To functionally characterize the DEGs with distinct TNFα- or IL-1β- induced time-course expression profiles within the 12 clusters, we performed a literature-based search for the biological roles of these genes. In seven out of the 12 clusters, a number of nonoverlapping genes displayed a notable functional similarity and a role related to neuroinflammation, such as antigen-presentation (4 out of 18 genes in cluster 5; 4/30 in cluster 3), TNF signaling (5/30 in cluster 3; 3/18 in cluster 5), interferon-signaling/NFκB-signaling/STAT-signaling (13/40 in cluster 4; 7/40 in cluster 7), chemoattraction and cell migration (6/42 in cluster 4), extracellular matrix (ECM; 8/49 in cluster 21), cytoskeleton-related (3/5 in cluster 17), proteasome (3/30 in cluster 3), Wnt signaling (3/30 in cluster 3) and fibrin/collagen-associated (9/54 in cluster 21) genes (Supplementary Figure S7B). This shows that beyond genes annotated to the three core KEGG pathways, other genes induced in the TNFα- and IL-1β-stimulated hCSs display distinct time-course expression profiles and are also related to neuroinflammation.

### 3.4. TNFα- and IL-1β-Specific Effects on Neuroinflammatory Signaling Pathways

In addition to the time-point-dependent differences between the expression profiles of the 1076 overlapping TNFα- and IL-1β-modulated DEGs (Supplementary Figure S8A), we also found unique expression profiles of DEGs induced by either TNFα- or IL-1β. Furthermore, the rather low number of genes that were present in the DEG lists of hCSs stimulated with TNFα- as well as in the IL-1β DEG lists of either of the three time points (e.g., 4 h: TNFα, 48% and IL-1β, 62%; 12 h: TNFα, 34% and IL-1β, 72%; 36 h: TNFα, 34% and IL-1β, 62%) (Supplementary Figure S8B,C) was also indicative of the existence of unique sets of TNFα-modulated DEGs and unique IL-1β-modulated DEG sets (from here on referred to as “category A” and “category B”, respectively; Supplementary Figure S8A). GO analysis revealed no significant pathways for the IL-1β-specific DEGs in category B (119 genes; Log_2_ FC >1.5 or <−1.5), while the GO molecular pathways “NAD+ nucleosidase activity” (7 DEGs) and “cytokine activity” (16 DEGs) were found for the TNFα-specific DEGs in category A (356 genes; Log_2_ FC >1.5 or <−1.5). Remarkably, 4 out of the 7 TNFα-specific DEGs from the “NAD+ nucleosidase activity” pathway were TLR subfamily members (*TLR1/3/5/7*) (Figure 5A), and 11 out of the 16 “cytokine activity” TNFα-specific DEGs represented chemokines, cytokines and other signaling molecules (*CXCL9*, *CCL5/25*, *IL15*, *LTA*, *IFNB1*, *CSF2*, *TNFSF12/14/18* and *VEGFA*) (Figure 5B). On the other hand, IL-1β but not TNFα induced the expression of three hemoglobin-related genes (*HBA1*, *HBA2*, *HBB*) (Figure 5C).

### 3.5. TNFα- and IL-1β-Induced Neuroinflammation Primarily Occurs in Endothelial, Microglia and Astrocyte Cell Populations, and Is More Related to MS Than to AD and PD

To gain insight into which of the cell types in our hCSs (neuroectoderm-derived neural progenitors, excitatory and inhibitory neurons, astrocytes and oligodendrocyte precursors, and mesoderm-derived microglia and endothelial cells) were primarily affected by the TNFα- and IL-1β-stimulations, we first defined cell-type-specific markers (Supplementary Information S3) based on a single-cell RNA-seq dataset of human fetal brain regions [25]. Using these brain cell-type-specific markers, we found that following the 4 h, 12 h and 36 h TNFα-stimulations in particular, the markers for endothelial cells and to a lesser extent microglia- and astrocyte-markers were the most prevalent in the lists of TNFα-modulated DEGs (Figure 6A). Endothelial-, microglia- and astrocyte-markers were also most prominent at all three time points in the IL-1β-modulated DEG lists, with, in addition, the clear presence of oligodendrocyte precursor cell (OPC) markers in the 4 h IL-1β-DEG list (Figure 6B). It is of further interest to note that the three sets of endothelial cell markers that were DEGs following 4 h, 12 h and 36 h of TNFα-stimulation overlapped for only ~50% (Supplementary Figure S9A). A similar situation holds for the degree of overlap among the microglia- and astrocyte-marker sets following the 4 h, 12 h and 36 h TNFα-stimulations, and the endothelial cell-, microglia- and astrocyte-marker sets following stimulation by 4 h, 12 h and 36 h of IL-1β (Supplementary Figure S9A,B). These results suggest that TNFα- and IL-1β-stimulation of hCSs affects glial and endothelial cell populations to a higher degree than the neuronal (progenitor) populations, and that the sets of cell-type-specific markers that are dysregulated by these cytokines vary among the three stimulation time points.

Interestingly, we found a considerable overlap between the DEG list from a microglial cell line (HMC3) that we stimulated with pro-inflammatory stimuli and the DEG lists from the 4 h-, 12 h- and 36 h TNFα-stimulated hCSs (35–37%) as well as between the HMC3 DEG list and the three IL-1β-stimulated hCS DEG lists (32–50%). In contrast, we only found an overlap of 6–12% between the DEG list from a pro-inflammatory stimuli-treated glial progenitor cell line (HOG) and the various DEG lists from the TNFα- and IL-1β-stimulated hCSs (Figure 6C). These findings are in line with the relatively high sensitivity of microglial populations to cytokines [28,29].

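Bulk RNA-seq was performed on 4 samples of 2 human brain cell lines, with 1 library per condition. HMC3 is a human fetal microglia cell line, and HOG is a human oligodendroglioma cell line that the paper uses as glial progenitor cells. Cells of each line were either left unstimulated or received LPS (100 ng/mL) over 24 h, after which TNFα and IL-1β, both at 5 ng/mL, were given over another 24 h. According to the sample labels, RNA of 3 wells was pooled for each sample, and 1.5 μg RNA per sample was sequenced on the DNBseq platform. The authors mapped the clean reads with Bowtie2 (v2.2.5), estimated expected counts and FPKM per gene with RSEM (v1.2.12) and deposited both for each library. The expected counts of a library added up to 30854261 for unstimulated HMC3, 28079286 for stimulated HMC3, 27457222 for unstimulated HOG and 25377082 for stimulated HOG. The paper's stated read depth is 30000 reads. The values given here use the totals of the deposited counts. The number of genes listed in these libraries was 16079, 16216, 15422 and 15362, respectively, and a gene not listed for a library was taken as 0. The floor of 3 counts used for fold changes was between 9.72e-06% and 1.18e-05% of a library's total.
For each line, stimulated cells were compared with unstimulated cells by the PoissonDis test named in the paper, on expected counts rounded to whole numbers. A gene was a DEG when its false discovery rate was at most 0.001 (Benjamini-Hochberg) and its FPKM changed at least 2-fold, with an FPKM of 0 set to 0.01. Because each condition has 1 library, such a test compares the reads of 2 libraries and not the conditions, and none of the differences has a replicate check. Intervals treat the genes of a list as independent draws, and floors cover counting error only. Neither covers variation between cultures. A gene whose count in one library was at or under the floor got a lower bound of its fold change, computed against 3 counts. Part of the counts was not whole (22.1% to 24.0% of the genes listed per library), since RSEM divides reads between genes, and values of near-identical copies and overlapping genes are therefore uncertain. The whole hCS DEG lists behind Figure 6C were not used here. In their place, 4 lists from the supplements were compared: the 230 top upregulated DEGs for 4 h TNFα-stimulation in Supplementary Information S2, the 76 top upregulated DEGs after IL-1β-stimulation, the 45 top downregulated DEGs after TNFα-stimulation and the 22 top downregulated DEGs after IL-1β-stimulation, the last 3 copied from Supplementary Figure S6C,D. The list for 4 h TNFα-stimulation is a part of the upregulated DEGs of that time point. The sheet is sorted by fold change, and the part used here ends at a log2 fold change of 2.47 (the paper's value). All genes of a list stayed in the denominator, including 13, 11, 16 and 7 genes, respectively, that none of the libraries lists. The standing of each list is its percentile among 10000 random lists of the same size matched on mean expression in the same cell line.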

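In HMC3 cells, 2719 of 17054 genes with a count were DEGs, of which 1753 were upregulated (64.5%) and 966 downregulated. With TMM scaling, 51.5% of the DEGs were upregulated. The alternative that moved the number of HMC3 DEGs most was an edgeR exact test with an assumed biological coefficient of variation of 0.4, with which 134 genes were DEGs. Among DEGs with at least 50 counts in one library, genes were ranked by log2 fold change with an FPKM of 0 set to 0.01, which places genes without counts in one library high. The 5 largest increases in this ranking were those of chemokine genes. *CXCL8* (chromosome 4, 73740569 to 73743716 in GRCh38.p14) rose from an FPKM of 1.85 to 3498. *CCL20* had 0 counts without stimulation and 591 with stimulation, at least 216-fold higher. *CCL3*, *CCL3L1* and *CCL4* were at least 819-, 1012- and 538-fold higher, but these genes have near-identical copies, so how their reads were divided is uncertain. The largest decreases in this ranking were those of *EMC10* (1003 counts to 0, at least 304-fold lower), *COL1A2* (22955 counts to 48, a log2 fold change of -8.77), *PHYHD1*, *PALMD* and *VAMP5*.
Of the 230 top upregulated genes in hCSs after 4 h TNFα-stimulation, 119 were DEGs in HMC3 cells (51.7%, Wilson 95% interval 45.3% to 58.1%). Of these, 111 were upregulated and 8 downregulated. The random lists had on average 15.4% DEGs and at most 24.8%, so this list was at percentile 100. With the test that assumes a coefficient of variation of 0.4, the overlap was 13.9%. That test called 134 DEGs in HMC3, and no random lists were drawn for it. The random mean of 15.4% therefore does not apply to the 13.9%. Of the 76 top upregulated genes after IL-1β-stimulation, 43 were DEGs in HMC3 cells (56.6%, 45.4% to 67.1%), against 15.7% in the random lists. The lists of downregulated genes had lower overlaps. Of the 45 top downregulated genes after TNFα-stimulation, 8 were DEGs in HMC3 cells (17.8%, 9.29% to 31.3%), and 6 of them were downregulated. Of the 22 top downregulated genes after IL-1β-stimulation, 5 were DEGs (22.7%, 10.1% to 43.4%), and 3 of them were downregulated. The random lists matched to these 2 lists had on average 9.14% and 9.71% DEGs, and the lists were at percentiles 98.5 and 98.4.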

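In HOG cells, 249 of 15979 genes with a count were DEGs, with 158 upregulated and 91 downregulated. Among the largest increases in the same ranking, *CXCL8* rose from an FPKM of 1.49 to 669.6 and *C3* from 3 to 904 counts, at least 326-fold higher. *CCL20*, *SERPINA1* and *CXCL1* had log2 fold changes of 7.27, 6.98 and 6.54. The largest decreases were those of *WISP2* (85 counts to 3, at least 26.2-fold lower), *COL8A1* (log2 fold change -2.52), *OXTR* (-2.31), *THBS1* (-2.26) and *TOX* (-2.10).
Of the 230 top upregulated genes in hCSs after 4 h TNFα-stimulation, 45 were DEGs in HOG cells (19.6%, 15.0% to 25.2%), 43 of them upregulated. This interval lies below the interval of HMC3 cells for the same list. Both lines were scored on the same genes, so the 2 intervals are no test of the difference between the lines. Of the 76 top upregulated genes after IL-1β-stimulation, 20 were DEGs in HOG cells (26.3%, 17.7% to 37.2%), also below the interval of HMC3 cells. For the downregulated genes, 2 of 45 (4.44%, 1.23% to 14.8%) and 2 of 22 (9.09%, 2.53% to 27.8%) were DEGs in HOG cells. These intervals overlap those of HMC3 cells. Both lists gave the same 2 genes, 1 downregulated and 1 upregulated in HOG. Each of these genes had 0 counts in 1 HOG library, and 39 or 20 counts in the other. The 2 lines differed in their number of DEGs, and the random lists differed in the same way. For the 4 h TNFα list, the random lists had on average 1.08% DEGs in HOG cells, so that the overlap was 18.2 times the random mean in HOG and 3.35 times in HMC3. In a comparison chosen after seeing the data, HMC3 DEGs were limited to as many genes as HOG has. The overlap of the 4 h TNFα list with HMC3 was then 17.4% when the DEGs with the largest fold change were kept, and 17.0% when those with the smallest p were kept. By fold change, the other lists stayed above their HOG percentages, with 36.8% for the upregulated IL-1β list, 6.67% for the downregulated TNFα list and 13.6% for the downregulated IL-1β list. By p, these were 14.5%, 2.22% and 4.55%, below the HOG percentages. Of the 230 genes, 38 were DEGs in both lines, 81 in HMC3 only and 7 in HOG only.

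**Figure D1:**
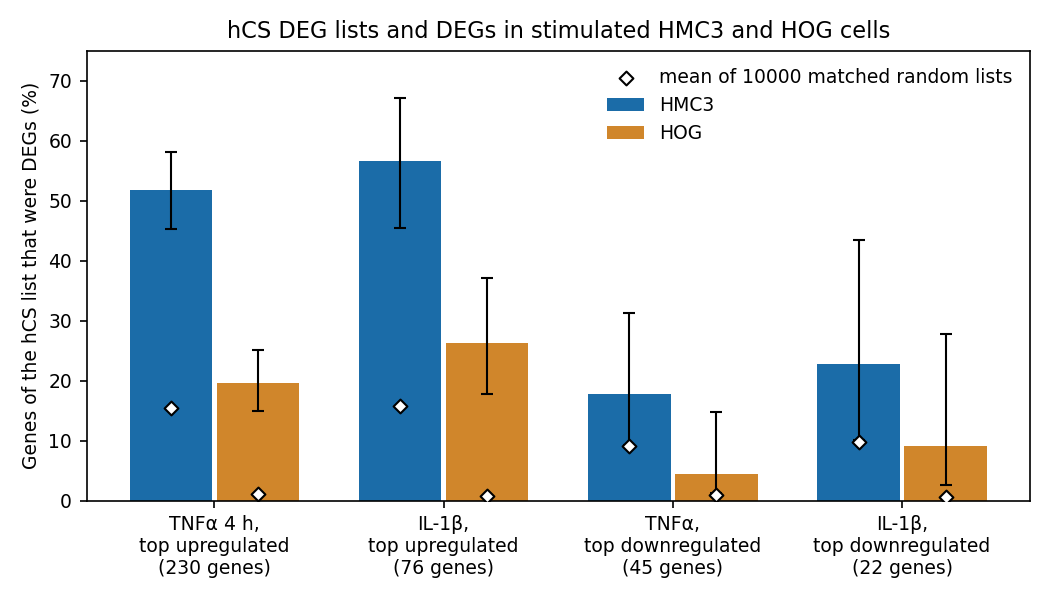
Percentage of the genes in each of the 4 hCS lists (horizontal axis, with the number of genes) that were DEGs in stimulated HMC3 cells or HOG cells. Error bars are Wilson 95% intervals, which treat the genes of a list as independent draws and do not cover variation between cultures. Diamonds are the mean of 10000 random lists matched on expression. The bars for the 4 h TNFα list stand at 51.7% for HMC3 and 19.6% for HOG.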

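The genes of the cytokine receptors, the LPS receptor gene *TLR4*, and NFκB- and STAT-genes named in the paper were examined in both lines. The TNFα receptor gene *TNFRSF1A* was expressed in both (FPKM 45.5 in HMC3 and 37.9 in HOG without stimulation). *TNFRSF1B* (chromosome 1, 12166991 to 12209220) rose from an FPKM of 0.47 to 6.37 in HMC3, a log2 fold change of 3.76, and was no DEG in HOG, where its counts were 37 and 53. The IL-1 receptor gene *IL1R1* had a low FPKM in both lines without stimulation, 1.80 in HMC3 and 2.39 in HOG, and was a DEG in neither. *TLR4* (chromosome 9, 117704403 to 117724735) had 191 counts without and 358 counts with stimulation in HMC3, and 1 count in each HOG library, both under the floor. Its log2 fold change of 1.03 in HMC3 was just past the threshold, and with TMM or DESeq2 scaling it was 0.86 or 0.87 and no longer a DEG. Relative to its 50 chromosomal neighbours, a setting chosen after seeing the data, it was 1.33.
The NFκB regulators rose in both lines, with larger fold changes in HMC3. Without stimulation, *NFKB2*, *RELB* and *NFKB1* had FPKM of 10.97, 2.64 and 5.24 in HMC3, against 31.87, 13.12 and 20.36 in HOG. With stimulation, they reached 96.34, 30.04 and 22.38 in HMC3 and 111.74, 31.87 and 31.94 in HOG. *TNFAIP3*, *NFKBIA* and *BCL3* had a higher FPKM in stimulated HMC3 than in stimulated HOG. *TNFAIP3* had a log2 fold change of 6.53 in HMC3 and 3.20 in HOG, and *NFKBIA* of 3.93 and 2.48. *RELB* rose by 3.51 and 1.28, and *NFKB2* by 3.13 and 1.81, all DEGs. Relative to its chromosomal neighbours, *NFKB2* rose by 2.60 in HMC3. *NFKB1* was a DEG in HMC3 (2.09) and not in HOG (0.65), and *BCL3* was a DEG in neither line (0.92 and 0.35). The calls depended on the assumed variation between cultures. With a coefficient of variation of 0.2, *NFKB2* and *RELB* were no longer DEGs in HOG. With 0.4, *NFKBIA*, *NFKB2* and *RELB* were DEGs in neither line. *NFKB1* was then no longer a DEG in HMC3, and *TNFAIP3* no longer one in HOG. *STAT3* was a DEG in neither line. *SOCS3* was 0.95 in HMC3 and -0.71 in HOG, in both cases short of the threshold. In HMC3, the log2 fold changes of *STAT3* (0.12), *TNFRSF1A* (0.06) and *IL1R1* (0.02) were close to 0, and were below 0 with TMM and DESeq2 scaling, which lower HMC3 genes with counts in both libraries by the same amount.
Of the inflammatory genes that the paper measured by qPCR in hCSs, *IL6* rose from 221 to 39575 counts in HMC3 (log2 fold change 7.72) and from 367 to 18408 counts in HOG (5.84). *CCL5* differed more between the lines, with 7.16 in HMC3 and 1.60 in HOG. *CCL20* reached nearly the same counts after stimulation, 591 in HMC3 and 575 in HOG. The differences between the lines were not tested. The paper found a larger overlap of the hCS DEGs with the DEGs of HMC3 than with those of HOG (Figure 6C). From this it proposes a relation to the relatively high cytokine sensitivity of microglial populations. Both lines also received LPS, and *TLR4* had 1 count in each HOG library. These libraries cannot separate a response to LPS from a response to the cytokines.

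**Figure D2:**
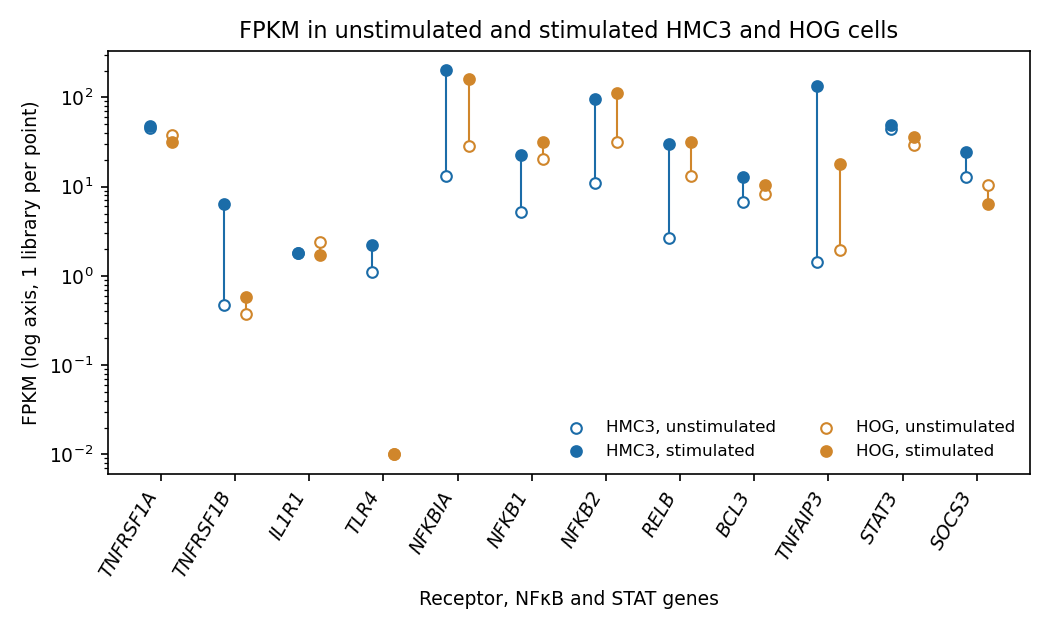
FPKM of receptor, NFκB and STAT genes in the 4 libraries, on a log axis, with open circles for unstimulated and filled circles for stimulated cells, joined by a line per gene and cell line. Each circle is 1 library, so no error is drawn. *TNFAIP3* and *NFKBIA* rise in both lines, and *TNFRSF1B* rises in HMC3 with a log2 fold change of 3.76.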

We next compared the lists of DEGs from the 4 h, 12 h and 36 h TNFα-stimulated hCSs as well as the 4 h, 12 h, 36 h IL-1β-stimulated hCS DEG lists with cell-type-specific marker genes identified on the basis of the suprafrontal gyrus microarray datasets derived from post-mortem brain tissues of AD-, PD- and MS-patients [26]. This analysis showed that at all three hCS stimulation time points the highest percentages of overlap were also found for microglia, endothelial cells and astrocytes; these percentages of overlap were roughly the same for the AD-, PD- and MS-datasets (Figure 6D). We then determined the percentages of overlap between the TNFα- and IL-1β-stimulated hCS DEG lists and genes genetically linked to AD, PD and MS (deduced from the Nanostring project). Intriguingly, our cytokine-modulated hCS DEGs are clearly more related to the genes associated with the neuroinflammatory disease MS (33% and 28% overlap with TNFα-stimulated and IL-1β-stimulated hCS DEGs, respectively) than with AD (8% and 9%, respectively) or with PD (6% and 4%, respectively) (Figure 6E). In addition, the TNFα- and IL-1β-modulated hCS DEGs showed a considerable degree of overlap with Nanostring-derived gene sets related to NFκB (~40%), inflammation (~35%) and neuroinflammation (~20%) (Figure 6F). Furthermore, a substantial percentage of the microglia-cell-type marker genes modulated in our hCSs by TNFα and IL-1β overlapped with genes from the Nanostring-derived neuroinflammation gene list (24.3% and 25.6%, respectively), much more than with the modulated cell-type marker genes of endothelial cells (5.4% and 4.6%), astrocytes (6.2% and 8.5%), NPCs (0% and 0%), excitatory neurons (6.1% and 8.6%), inhibitory neurons (4.2% and 5.1%), OPCs (4.7% and 0%) and other unlabeled cell populations (6.4% and 7.1%) (Figure 6G). Also, the overlap between the TNFα- and IL-1β-modulated microglia marker genes and the Nanostring-derived inflammation genes (14% and 15.8%, respectively) was higher than the overlap with other modulated cell-type marker genes (0–10.3% and 0–10.5%) (Figure 6H). Similarly, the overlap between the TNFα- and IL-1β-modulated microglia-cell-type marker genes and the Nanostring-derived NFκB gene list (3.0% and 6.2%, respectively) was clearly higher than the overlap with the other modulated cell-type markers (0–1.4% and 0–2.1%, respectively) (Figure 6I). These observations indicate that in the cytokine-stimulated hCSs most of the dysregulated (neuro)inflammation- and NFκB-associated genes are preferentially expressed in microglia.

## 4. Discussion

In this study, we performed unbiased RNA-seq and DEG analysis of TNFα- and IL-1β-stimulated hCSs containing multiple brain cell types (neuronal, astrocyte, oligodendrocyte, microglial and endothelial cell populations). The analysis revealed the induction of a neuroinflammatory response, with the NFκB- and STAT-pathways being the major pathways affected. This finding was found in both the TNFα- and IL-1β-stimulated hCSs, and at all three time points at which the spheroids were stimulated. However, the DEG compositions of these shared pathways were markedly different between the two cytokine-stimulated hCSs and among the three stimulation time points. In addition, a number of the common DEGs showed distinct time courses of expression. Furthermore, we identified TNFα- and IL-1β-specific DEGs at each of the three stimulation time points. The hCS cell types most responsive to TNFα- and IL-1β-stimulation, and thus driving the neuroinflammatory response, appeared to be endothelial cells, microglia and astrocytes.

As already at 4 h following TNFα- and IL-1β-stimulation the NFκB- and STAT-pathways were modulated, the induction of neuroinflammation represents an early event in the response of the hCSs. This is in agreement with the previously reported role of TNFα and IL-1β as early drivers of (neuro)inflammation [3,7,30,31], making these cytokines interesting targets for therapeutic interventions. Under pathophysiological conditions, the neuroinflammation-linked NFκB- and STAT-pathways are activated through the binding of extracellular ligands, including cytokines and chemokines, to plasma-membrane-bound receptors, such as the TNFR and ILR families, but also TLRs, various chemokine- and other cytokine receptors, pattern-recognition receptors and a number of G-protein-coupled receptors [32,33]. Expression of a variety of these ligands and receptors, such as *CXCL1/2/3/8/10/11/12*, *CCL2/4/7/8/19/20*, *TNFSF7/8/10/13B/15* and *TNFRSF4/9/14/18/25* as well as of the crucial transcriptional activation components of the downstream NFκB pathway (*NFKBIA*, *NFKB1*, *NFKB2*) was indeed affected in our cytokine-stimulated hCSs. In the canonical NFκB pathway, ligand-receptor binding activates multi-subunit IκB kinase (IKK) complexes that trigger the degradation of IκBa by phosphorylation [34,35], resulting in a rapid nuclear translocation of a number of NFκB family members, RelA and c-Rel. We indeed found upregulation of genes triggering this IKK-dependent IκBa-phosphorylation, such as *TRAF1*, *BIRC3*, *BLNK* and *LYN*. We further noticed that the receptors *PDGFR, ILR, CCR* and *CXCR*, and their ligands *PDGF, LYN, LIF, CCL2/4/4L1/7/8/11/19/20/25* and *CXCL1/2/3/8/9/10/11/12* that signal through STATs displayed affected expression in the cytokine-stimulated hCSs. In inflammatory and autoimmune diseases, the transcriptional activation of the STAT pathway is regulated via the transcription factors *STAT1/3/5/6* [36,37,38]. *STAT1* was upregulated at all TNFα time points and the 12 h- and 36 h-IL-1β time points. On the other hand, *STAT3/5* were only upregulated following 4 h of TNFα-stimulation, but not at later stimulation time points, while *STAT5* and *STAT3* were upregulated at 4 h and 12 h IL-1β-stimulation, respectively. These different time courses of *STAT1 versus STAT3/5* expression are in line with reports of antagonistic roles of *STAT1* (enhances inflammation) and *STAT3/5* (diminishes inflammation) in response to neuroinflammatory stimuli [39,40,41] and during ischemia [42].

Most (~80%) of the components of the NFκB- and STAT-pathways in the TNFα- and IL-1β-stimulated hCSs represented genes that were upregulated. In the downregulated gene set, we found a number of genes related to ECM remodeling, such as *COL4A4*, *COL6A* and *EMILIN3* following all three TNFα time points and *COL15A1*, *COL21A1*, *MFAP4* and *OGN* following all three IL-1β time points. Interestingly, a direct link between neuroinflammation and ECM remodeling/damage has been described during spinal cord injury [43], angiogenesis [44], and immune cell differentiation and migration [45], as well as microglial activation [46] and the pathogenesis of various neurological diseases [47,48,49], further indicating that our TNFα- and IL-1β- stimulated hCSs may well represent a valuable model of neuroinflammation.

A characteristic of the NFκB pathway is that the expression of cytokines activating NFκB is itself induced by this pathway, as such producing a positive feedback loop [34]. Transcription of the NFκB-activating cytokines *CCL9/20*, *CXCL1/2/8*, *IL1A/1B5/6/15* and *TNF*, regulated via the upregulation of NFκB-activating *TNFRs, TRAFs,* and *RIPK2*, was indeed increased in the stimulated hCSs. Interestingly, during inflammation, NFκB-activation also initiates negative feedback (self-inhibitory) loops that lead to the relief of inflammation [50,51]. In both the TNFα- and IL-1β-stimulated hCSs, we in fact found the downregulated expression of NFκB-activating factors, such as *BLNK*, and upregulated expression of NFκB-inhibiting factors, such as *BCL3*, *NFKBIA* and *TNFAIP3*. Most membrane-bound NFκB-activating receptors and downstream signaling molecules were upregulated following 4 h of TNFα-stimulation and therefore the hCSs were already in the NFκB-activation phase at this point in time. In addition, a number of inhibitory signaling genes were upregulated, reflecting an early self-inhibitory NFκB feedback loop. At the later TNFα-stimulation time points, the dampening of NFκB-activation was evident from the unaffected or downregulated expression of a number of NFκB-activating receptors and downstream molecules. Since in IL-1β-stimulated hCSs the dampening of the NFκB-pathway was already evident at 4 h, we conclude that the IL-1β-elicited neuroinflammatory response faded out earlier than the TNFα-induced response, which is in line with findings in a non-human, peripheral cell system (primary murine hepatocytes) [52].

An unbiased clustering strategy revealed differences in the time courses of the expression of the common TNFα- and IL-1β-dysregulated genes. For example, we identified clusters of genes displaying different TNFα- and IL-1β-modulated expression patterns and with roles in neuroinflammatory processes, such as chemoattraction (*ICAM4*, *ADGRG3)*, antigen-presentation (*HLA-DRB1*, *HLA-DPA1*, *HLA-C*, *B2M*, *HLA-DQA1*, *HLA-DMB*, *HLA-F*, *HLA-B*) and TNF signaling (*XAF1*); note that the bioinformatics analysis did not classify these genes within the three core KEGG pathways “Cytokine-Cytokine receptor signaling”, “TNF signaling” and “NFκB signaling”. Furthermore, we observed genes with distinct TNFα- and IL-1β-modulated time-course expression profiles and associated with structural/cytoskeletal functions, ECM remodeling, Wnt signaling and the proteasome, which have all been previously linked to neuroinflammation [48,53,54].

A remarkable finding was that the expression of four TLRs (*TLR1/3/5/7*), three specific cytokines (*CXCL9*, *CCL5/25)* and additional inflammatory molecules *(IL15*, *LTA*, *IFNB1*, *CSF2*, *VEGFA*, *TNFSF12/14/18)* was upregulated during the TNFα-, but not the IL-1β-induced neuroinflammatory response. At present, we do not know the explanation for this TNFα-specific effect. It is of further interest to note that 36 h of stimulation by IL-1β, but not TNFα, induced the expression of three hemoglobin genes (*HBA1*, *HBA2*, *HBB*). We speculate that IL-1β may activate a molecular cascade in endothelial cells that leads to the production of these hemoglobins, which are modulators of vascular tone [55,56]. This is in line with the fact that the IL-1R is highly expressed in endothelial cells and involved in angiogenic responses [57,58,59], although TNFα receptors also exhibit endothelial-cell expression and angiogenic activity [60,61]. Specific TNFα- and IL-1β effects have been previously reported in peripheral immune cells and brain cells, namely that the two cytokines differentially affect the expression of certain cytokines (e.g., CXCL8/IL8; [62]), pro-adhesion molecules (e.g., ICAM1 and VCAM1; [63]), and pentraxin 3 [64]. Thus, despite the fact that both TNFα and IL-1β have a pro-inflammatory function, the molecular neuroinflammatory signatures elicited by these cytokines appear to be markedly different.

NFκB orchestrates the neuroinflammatory response to ATP, ion imbalance, excess glutamate, oxidative stress and cytokines in CNS cells, such as microglia, astrocytes, neurons and oligodendrocytes [35,57,65,66]. We found that the neuroinflammatory response elicited by TNFα and IL-1β in hCSs is primarily driven by endothelial cells, microglia and astrocytes, consistent with previous findings showing that under inflammatory conditions the two cytokines affect (micro)glial functions [67,68] and angiogenesis [63,69,70]. In view of the pivotal support functions of endothelial cells, microglia and astrocytes in the brain [71,72,73], activation of these cells in the hCSs may on its turn have affected other brain cell types such as oligodendrocytes and neuronal (progenitor) populations. Such aberrant neuroinflammation-provoked crosstalk between glial cells and other brain cell types has been previously observed in neuroinflammatory diseases [74,75,76]. We found that the list of DEGs from our TNFα- and IL-1β-stimulated hCSs showed a higher similarity to that from pro-inflammatory-stimulated human fetal microglia (HMC3) than human adult glial progenitor (HOG) cells, indicating that these cell lines do recapitulate the known difference in sensitivity of the various brain cell types to cytokines [28,29,77]. Nevertheless, one has to realize that, in vitro, in the absence of other cell types and in a 2D environment, TNFα- or IL-1β-stimulated brain cell lines may well respond markedly different from our 3D TNFα- and IL-1β-stimulated hCSs.

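The similarity can also be expressed by the fold changes of the listed genes, without a threshold for DEGs. In HMC3 cells, the 165 genes of the 4 h TNFα list with at least 10 counts in one library had a median log2 fold change of 2.63, against an average of 0.16 for the medians of the random lists. In HOG cells, the 135 such genes had a median of 0.74, against -0.02. The medians of this list were at percentile 100 in both lines. For the top upregulated genes after IL-1β-stimulation, the medians were 5.08 over 48 genes in HMC3 and 3.67 over 29 genes in HOG. The top downregulated genes after TNFα-stimulation had a median of -0.80 over 15 genes in HMC3, at percentile 0.04, and of -0.10 over 12 genes in HOG, at percentile 33.8. For the top downregulated genes after IL-1β-stimulation, with 7 and 5 genes, the medians were -0.90 at percentile 1.10 and -0.07 at percentile 46.7.
The DEG lists of the 2 lines had 143 genes in common, 57.4% of the HOG DEGs and 5.26% of the HMC3 DEGs. Of these, 104 were upregulated in both lines and 21 downregulated in both. The other 18 changed in opposite directions, 13 of them upregulated in HMC3. Genes annotated with cytokine activity made up 29 of the upregulated DEGs in HMC3 (1.65%, 1.15% to 2.37%) and 11 in HOG (6.96%, 3.93% to 12.0%). Random lists had on average 0.567% and 0.632% such genes, and both lines were at percentile 100. The microglia marker genes named in the paper were not detectable at this depth in HMC3 cells. *P2RY12* had 0 counts without and 1 count with stimulation, *TMEM119* had 2 and 0, and *CX3CR1* is listed for none of the libraries.

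**Figure D3:**
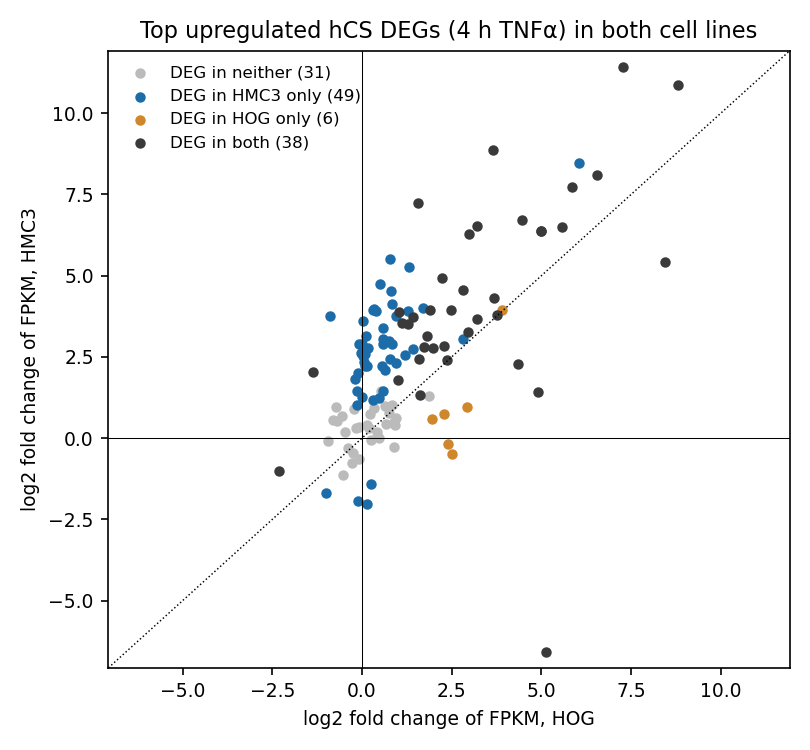
Log2 fold change of FPKM in HOG cells (horizontal axis) and HMC3 cells (vertical axis) for the 124 genes of the 4 h TNFα list with at least 10 counts in one library of each line. Each point is 1 gene, coloured by the line in which it was a DEG, and an FPKM of 0 was set to 0.01. Of these genes, 97 lie above the dotted line of equal change.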

A prolonged activation of NFκB in brain cell types appears to contribute to pathogenic neurological processes, [78] and NFκB-associated neuroinflammation is a hallmark of various neurological diseases, including AD, PD and MS [35,79]. Our comparison of the lists of TNFα- and IL-1β-modulated hCS DEGs with genes genetically associated with AD, PD or MS revealed that the highest percentage of DEGs was related to MS, in line with the clear neuroinflammatory contribution to the pathogenesis of this disease [80,81]. Interestingly, when comparing the cytokine-modulated hCS DEG lists with the transcriptomes of various AD-, PD- and MS-cell types, we did not find a preference for MS-related genes. We presume that this apparent discrepancy is explained by the fact that the genetically linked genes contribute to the development of the disease, while the transcriptomes reflect endpoints of disease pathogenesis.

Besides its relevance for the pathogenesis of a number of neurological diseases, more knowledge about NFκB-mediated neuroinflammation is crucial, since this complex process is associated with a variety of opposing responses, from cell survival to cell death [79]. Our molecular dissection of the TNFα- and IL-1β-induced neuroinflammatory responses was performed in ESC-derived self-assembling 3D-hCSs containing all major brain cell types. Therefore, the processes elicited in our cytokine-stimulated hCSs may well mimic the neuroinflammatory response in the brains of neurological disease patients, in particular during MS pathogenesis, and the identification of their molecular signatures contributes to the development of TNFα-, IL-1β- and NFκB-directed therapies.

## 5. Patents

The protocol to generate human cortical spheroids presented here is part of a pending patent application.

## Figures and Tables

**Figure 1:**
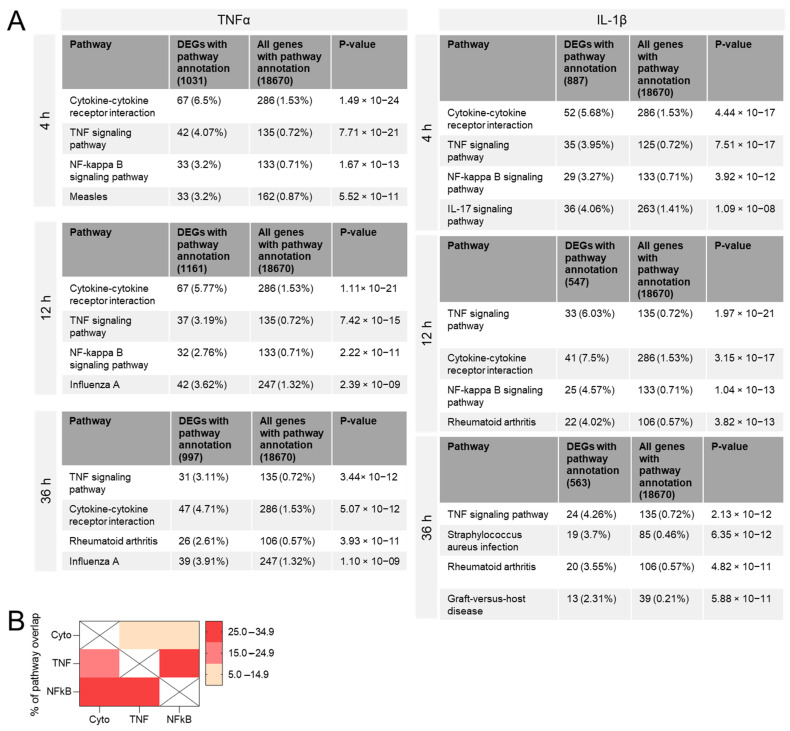
KEGG-pathway analysis of differentially expressed genes (DEGs) in human cortical spheroids stimulated with the pro-inflammatory cytokines TNFα or IL-1β for 4 h, 12 h, or 36 h. (**A**) In each case, the top-4 KEGG pathways (based on false discovery rate (FDR)--corrected *p*-value) are shown. On the basis of this pathway analysis and an FDR *p*-value cut-off of 10^−11^, we selected the three most frequent (core) KEGG pathways for further analysis, namely “Cytokine-cytokine receptor interaction” (Cyto; ko04060), “TNF signaling pathway” (TNF; ko04668) and “NF-kappa B signaling pathway” (NFκB; ko04065). (**B**) Degrees of overlap between the DEGs from the three selected core KEGG pathways.

**Figure 2:**
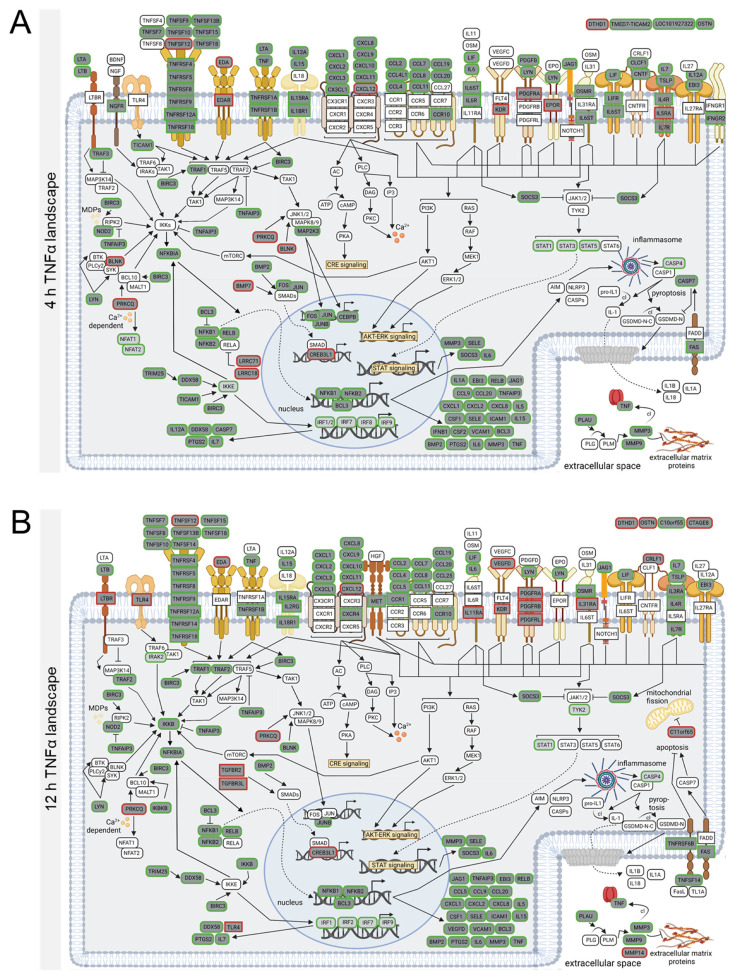

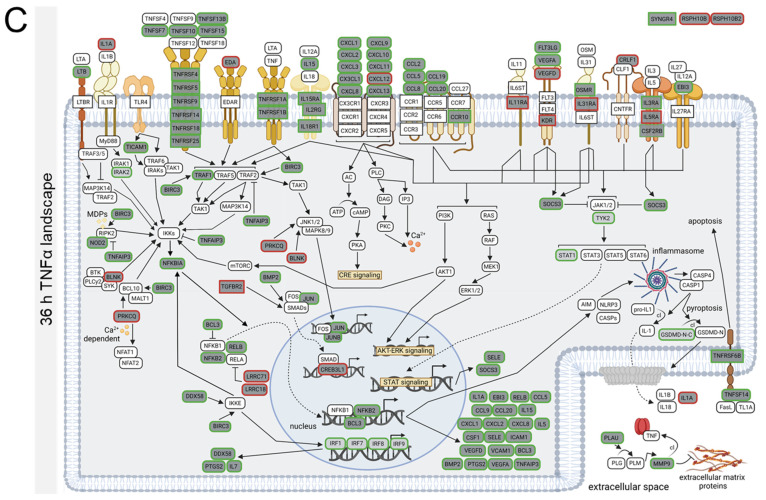
Molecular landscapes of the proteins encoded by the differentially expressed genes (DEGs) from the three core KEGG pathways (“Cytokine-cytokine receptor signaling”, “TNF signaling” and “NFκB signaling”) following TNFα stimulation of human cortical spheroids for (**A**) 4 h, (**B**) 12 h and (**C**) 36 h. Protein functions and interactions were deduced based on information obtained from UniprotKB (https://www.uniprot.org/; accessed on 1 January 2022) and Genecards (https://www.genecards.org; accessed on 15 January 2022). A detailed description of the protein-protein interactions occurring in these molecular landscapes can be found in Supplementary Information S5. Rectangularly framed protein: membrane-bound receptor; protein in green or red (rounded) rectangle frame: encoded by an up- or downregulated DEG, respectively; protein in dark-gray-filled (rounded) rectangle: encoded by a core KEGG pathway DEG; protein in light-gray-filled (rounded) rectangle: encoded by a DEG not in the core KEGG pathways; protein in white-filled (rounded) rectangle: not encoded by a DEG. Black arrows: stimulation or induction; inhibition arcs: inhibition; dotted arrows: translocation; fading arrow: enzymatic conversion; cl: cleavage.

**Figure 3:**
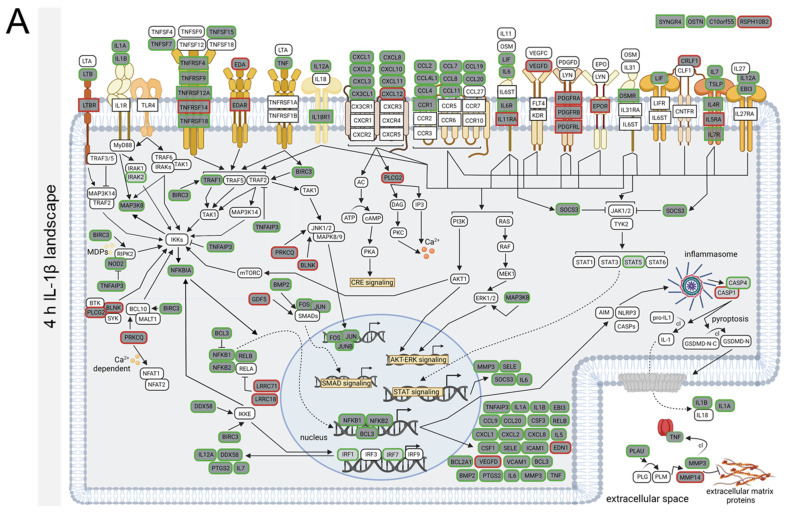

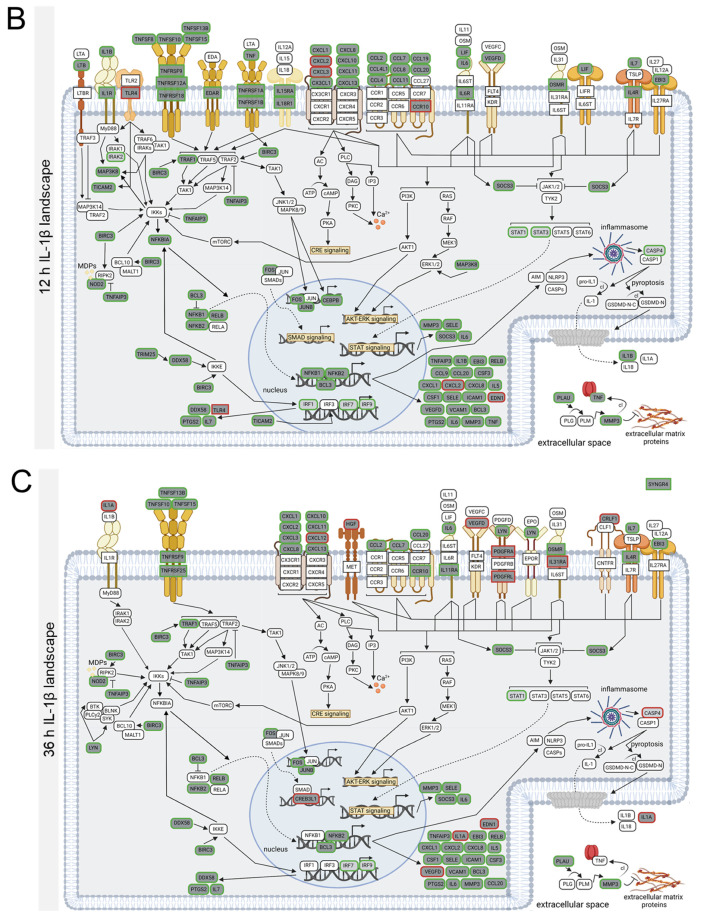
Molecular landscapes of the proteins encoded by the differentially expressed genes (DEGs) from the three core KEGG pathways (“Cytokine-cytokine receptor signaling”, “TNF signaling” and “NFκB signaling”) following IL-1β stimulation of human cortical spheroids for (**A**) 4 h, (**B**) 12 h and (**C**) 36 h. Protein functions and interactions were deduced based on information obtained from UniprotKB (https://www.uniprot.org/; accessed on 1 January 2022) and Genecards (https://www.genecards.org; accessed on 15 January 2022). A detailed description of the protein-protein interactions occurring in these molecular landscapes can be found in Supplementary Information S6. Rectangularly framed protein: membrane-bound receptor; protein in green or red (rounded) rectangle frame: encoded by an up- or downregulated DEG, respectively; protein in dark-gray-filled (rounded) rectangle: encoded by a core KEGG pathway DEG; protein in light-gray-filled (rounded) rectangle: encoded by a DEG not in the core KEGG pathways; protein in white-filled (rounded) rectangle: not encoded by a DEG. Black arrows: stimulation or induction; inhibition arcs: inhibition; dotted arrows: translocation; fading arrows: enzymatic conversion; cl: cleavage.

**Figure 4:**
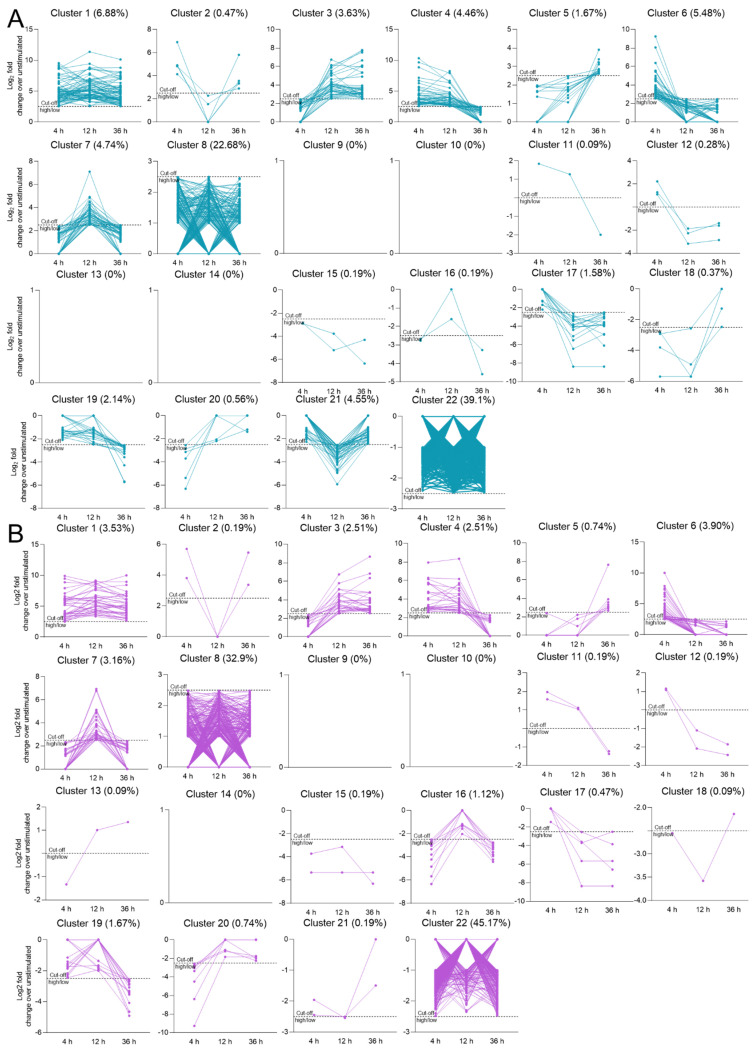
Cluster analysis of the expression profiles of the differentially expressed genes (DEGs) following (**A**) TNFα stimulation and (**B**) IL-1β stimulation of human cortical spheroids (hCSs) for 4 h, 12 h and 36 h. The 1076 DEGs overlapping between the TNFα- and IL-1β-modulated hCS DEG lists of the three stimulation time points were analysed.

**Figure 5:**
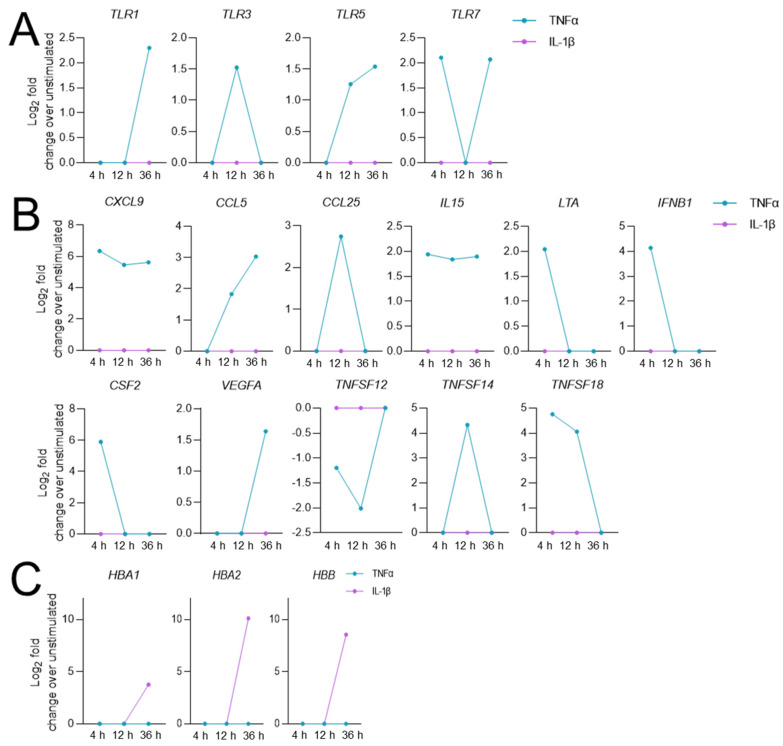
Gene expression profiles of (**A**) Toll-like receptor (TLR) subtypes, (**B**) Chemokines, cytokines and interleukins, and (**C**) Hemoglobins that are uniquely differentially expressed in human cortical spheroids following stimulation with either TNFα or IL-1β for 4 h, 12 h and 36 h.

**Figure 6:**
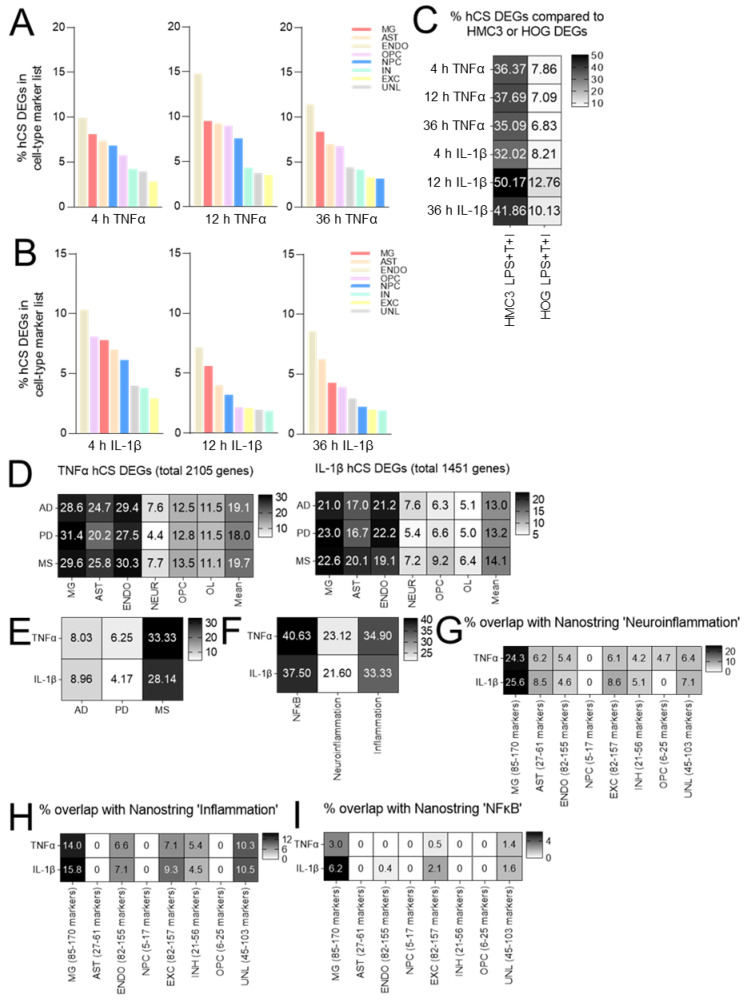
Differentially expressed genes (DEGs) in human cortical spheroids (hCSs) stimulated with TNFα or IL-1β are mainly expressed in endothelial cells, microglia and astrocytes. (**A**,**B**) Percentage of overlap between DEGs in hCSs stimulated for 4 h, 12 h and 36 h with (**A**) TNFα or (**B**) IL-1β and cell-type marker genes derived from [25], based on a cut-off of >10-fold expression difference with the other cell types; percentage of overlap was averaged over marker genes from five human brain regions. (**C**–**F**) Percentage of overlap between DEGs in hCSs stimulated for 4 h, 12 h and 36 h with TNFα or IL-1β and (**C**) DEGs in a human fetal microglia cell line (HMC3) or a human adult oligodendroglioma cell line (HOG) stimulated with pro-inflammatory factors (LPS for 24 h and subsequently TNFα and IL-1β for 24 h (LPS + T + I)), (**D**) cell-type marker genes for Alzheimer’s disease (AD), Parkinson’s disease (PD) and multiple sclerosis (MS) (cell-type marker genes derived from [26]), (**E**) genes associated with AD, PD and MS as derived from the Nanostring project, (**F**) NFκB-, neuroinflammation- and inflammation-associated genes as derived from the Nanostring project. (**G**) Percentage of overlap between DEGs in TNFα- or IL-1β-stimulated hCSs that are cell-type marker genes (derived from [25]), and neuroinflammation-associated genes, (**H**) inflammation-associated genes, or (**I**) NFκB-associated genes derived from the Nanostring project. MG: microglia; AST: astrocyte; ENDO: endothelial cell; OPC: oligodendrocyte precursor cell; NPC: neural progenitor cell; IN: inhibitory neuron; EXC: excitatory neuron; UNL: other, unlabeled cell types.

## Data Availability

The raw RNA-seq data for the hCSs has been deposited under GEO accession number GSE200779 (and are also available in Supplementary Information S1 and S2), and for HMC3 and HOG under GEO accession number GSE200354.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10051025/s1 [82,83,84,85,86,87,88,89,90,91,92,93,94,95,96,97,98,99,100,101,102,103,104,105,106,107,108,109,110,111,112,113,114,115,116,117,118,119,120,121,122,123,124,125,126,127,128,129,130,131,132,133,134,135,136,137,138,139,140,141,142,143,144,145,146,147,148,149,150,151,152,153,154,155,156,157,158,159,160,161,162,163,164,165,166,167,168,169,170,171,172,173,174,175,176,177,178,179,180,181,182,183,184,185,186,187,188,189,190,191,192,193,194,195,196,197,198,199,200,201,202,203,204,205,206,207,208,209,210,211,212,213,214,215,216,217,218,219,220,221,222,223,224,225,226,227,228,229,230,231,232,233,234,235,236,237,238,239,240,241,242,243,244,245,246,247,248,249,250,251,252,253,254,255,256,257,258,259,260,261,262,263,264], Figure S1: Overview of the analysis of differentially expressed genes (DEGs) in human cortical spheroids (hCSs) stimulated with the pro-inflammatory cytokines TNFα or IL-1β for 4 h, 12 h and 36 h. Per time point, a molecular landscape for TNFα-stimulated or IL-1β-stimulated hCSs was built based on functional interactions between the proteins encoded by the DEGs in the three core annotated KEGG pathways. A further molecular landscape was constructed based on the DEGs that were common in the three core annotated KEGG pathways of the hCSs stimulated with TNFα and IL1β for 4 h, 12 h and 36 h. Clustering analysis of the common 1076 DEGs was performed to reveal 22 clusters of time-course gene expression profiles. Also, DEGs unique in TNFα- or IL-1β-stimulated hCSs were grouped into a distinct category (category A for TNFα and category B for IL-1β). Biological functions were deduced based on information obtained from UniprotKB (https://www.uniprot.org/; accessed on 1 January 2022) and Genecards (https://www.genecards.org; accessed on 15 January 2022); Figure S2: Our human cortical spheroids (hCSs) contain neuroectoderm- and mesoderm-derived cell types. (A) Levels of mRNA expression (measured by qPCR) of neural progenitor marker PAX6, mature neuron marker NEFL, excitatory neuron marker SLC17A7, inhibitory neuron marker GAD1, astrocyte marker AQP4, oligodendrocyte marker MBP, microglia marker CX3CR1 and endothelial cell marker SPARC in embryonic stem cell line H9 (n = 3) and in hCSs (n = 3) at day 150 (d150), relative to embryonic H9 stem cells. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, # *p* < 0.1. (B) Representative immunocytochemistry images of d150 hCS stainings for neuronal dendritic marker MAP2 and axonal marker TAU, astrocyte marker GFAP, oligodendrocyte marker O1, microglia markers P2RY12 and TMEM119, and endothelial surface marker PECAM1; Figure S3: Pro-inflammatory stimuli increase mRNA expression of neuroinflammatory-related genes in human cortical spheroids (hCSs). Normalized mRNA expression levels of IL-6, CXCL8, CCL5, CCL20, NFKB1, STAT1 and STAT3 at (A) various TNFα (5 ng/ml) incubation time points and (B) various IL-1β (5 ng/ml) incubation time points and quantified by qPCR. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, # *p* < 0.1; Figure S4: Gene ontology (GO) analysis of differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNFα or IL-1β for 4 h, 12 h and 36 h. (A) GO top-4 pathways (based on false discovery rate (FDR)-corrected *p*-value). (B) Number of DEGs in the three core KEGG pathways (left), the three most-often found GO pathways (right) and overlapping between the three core KEGG and GO pathways (214 out of 436 (49.1%) KEGG genes are also GO genes; 214 out of 604 (35.4%) GO genes are also KEGG genes). (C) GO top-4 pathways (based on FDR *p*-value) resulting from the analysis of upregulated DEGs (UP) or downregulated DEGs (DOWN); Figure S5: (A) Molecular landscape constructed on the basis of differentially expressed genes (DEGs) in human cortical spheroids following stimulation with TNFα and with IL-1β for 4 h, 12 h and 36 h (“common” DEGs). Protein functions and interactions were deduced based on information obtained from UniprotKB (https://www.uniprot.org/; accessed on 1 January 2022) and Genecards (https://www.genecards.org; accessed on 15 January 2022). A detailed description of the protein-protein interactions occurring in this molecular landscape can be found in Supplementary Information S4. Rectangularly framed protein: membrane-bound receptor; protein in dark-gray-filled (rounded) rectangle: encoded by a core KEGG pathway DEG; protein in light-gray-filled (rounded) rectangle: encoded by a DEG not in the core KEGG pathways; protein in white-filled (rounded) rectangle: not encoded by a DEG. Black arrows: stimulation or induction; inhibition arcs: inhibition; dotted arrows: translocation; fading arrows: enzymatic conversion; cl: cleavage. Encircled numbers refer to the two main dysregulated molecular pathways; 1: NFκB signaling, 2: STAT-dependent transcription. (B) Gene expression profiles of NFκB-master regulator genes NFKBIA, NFKB1, NFKB2, RELB, BCL3 and TNFAIP3. (C) Gene expression profiles of STAT-master regulator genes STAT1, STAT3 and SOCS3.; Figure S6: Number and time-course expression profiles of upregulated (left) and downregulated (right) differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNFα (A and C) or IL-1β (B and D) for 4 h, 12 h and 36 h. For time-course expression profiles, per time point top DEGs are based on Log2 fold change with a cut-off of 4 (upregulated DEGs; UP) or -4 (downregulated DEGs; DOWN); Figure S7: Cluster analysis and biological functions of common differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNFα and IL-1β for 4 h, 12 h or 36 h. (A) Percentages of common DEGs in TNFα- and IL-1β-clusters resulting from DEG cluster analysis. Dotted red line: cut-off (overlap score between corresponding TNFα- and IL-1β-clusters <25%), (B) Biological functions of cluster DEGs with a <25% overlap score between corresponding TNFα- and IL-1β-clusters. Functions were deduced from literature-based studies; Figure S8: Number of differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNFα or IL-1β for 4 h, 12 h and 36 h. (A) Number of common DEGs dysregulated at one of the three time-points of TNFα- and IL-1β-stimulation (overlap), and number of DEGs uniquely dysregulated following TNFα-stimulation (left) and IL-1β-stimulation (right). (B) Number of common DEGs overlapping between the TNFα- and IL-1β-DEG lists (overlap), and number of DEGs unique to the TNFα-DEG list (left) and IL-1β-DEG list (right) per stimulation time point. (C) Number of common DEGs overlapping between the TNFα- and IL-1β-DEG lists (overlap), and number of DEGs unique to the TNFα-DEG lists (left) and IL-1β-DEG lists (right) among the various stimulation time points; Figure S9: Number of endothelial cell-, microglia- and astrocyte-marker genes that are dysregulated in human cortical spheroids following stimulation with (A) TNFα or (B) IL-1β for 4 h, 12 h or 36 h. Marker genes (Supplementary Information S3) were based on a single-cell RNA-seq dataset of human fetal brain regions [25]; Table S1: Boolean clustering of the time-course expression profiles of common differentially expressed genes (DEGs) selected on the basis of their presence in the DEG-lists of human cortical spheroids (hCSs) stimulated with TNFα for 4 h, 12 h or 36 h as well as in the DEG-lists of hCSs stimulated with IL-1β for 4 h, 12 h or 36 h. In the column “Pattern”, “high” refers to a Log2 fold change (FC) >2.5 or <−2.5 and “low” refers to a Log2 FC between 0 and 2.5 or between −2.5 and 0. In the column “Direction”, “pos” indicates that the FC-value is above 0 and “neg” indicates that the FC-value is below 0. The boundary at the DEG threshold of Log2 FC = 1 could not be set as some genes were only a DEG at one time point and thus values with a Log2 FC between 1 and −1 were also present in the dataset; Table S2: Listed are per cluster (see Figure 4) the percentages of TNFα-modulated differentially expressed genes (DEGs) and the percentages of IL-1β-modulated DEGs. Percentages are relative to the total number of common TNFα- and IL-1β-modulated DEGs (1076 DEGs); Table S3. Listed are per cluster (see Figure 4) the number of genes in the time-course expression cluster of TNFα- and IL-1β-modulated differentially expressed genes (DEGs), the number of genes common in the time-course expression clusters of TNFα- and IL-1β-modulated DEGs and the percentage of genes common in the time-course expression clusters of TNFα- and IL-1β-modulated DEGs; Table S4: Primer sequences used for qPCR validation of RNA-seq data in day-150 human cortical spheroids; Table S5: Validation of RNA-sequencing (RNA-seq) data by quantitative PCR (qPCR) analysis of the expression of genes modulated in human cortical spheroids (hCSs) stimulated with TNFα for 4 h, 12 h or 36 h. Listed are Log2 fold-change (FC) values in the stimulated hCSs over the unstimulated (0 h) hCSs. Correlation RNAseq-qPCR 4 h: 0.685, *p*-value: 0.001; correlation RNAseq-qPCR 12 h: 0.862, *p*-value: <0.001; correlation RNAseq-qPCR 36 h: 0.819, *p*-value: <0.001; Table S6: Validation of RNA-sequencing (RNA-seq) data by quantitative PCR (qPCR) analysis of the expression of genes modulated in human cortical spheroids (hCSs) stimulated with IL-1β for 4 h, 12 h or 36 h. Listed are Log2 fold-change (FC) values in the stimulated hCSs over the unstimulated (0 h) hCSs. Correlation RNAseq-qPCR 4 h: 0.758, *p*-value: <0.001; correlation RNAseq-qPCR 12 h: 0.702, *p*-value: 0.001; correlation RNAseq-qPCR 36 h: 0.857, *p*-value: <0.001.

# Supplementary material for: Molecular Signature of Neuroinflammation Induced in Cytokine-Stimulated Human Cortical Spheroids
**Source:** Biomedicines. 2022 Apr 29;10(5):1025. doi: 10.3390/biomedicines10051025
**Supplement:** Supplementary file 1

## Supplementary figures and tables

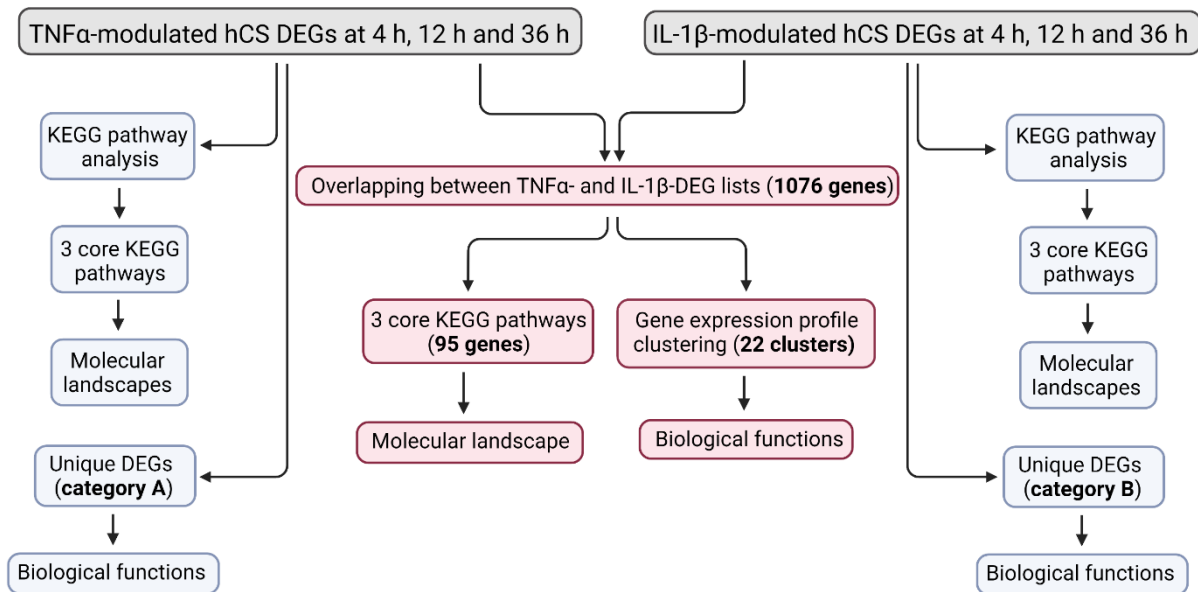

**Supplementary Figure S1.** Overview of the analysis of differentially expressed genes (DEGs) in human cortical spheroids (hCSs) stimulated with the pro-inflammatory cytokines TNF $\alpha$  or IL-1 $\beta$  for 4 h, 12 h and 36 h. Per time point, a molecular landscape for TNF $\alpha$ -stimulated or IL-1 $\beta$ -stimulated hCSs was built based on functional interactions between the proteins encoded by the DEGs in the three core annotated KEGG pathways. A further molecular landscape was constructed based on the DEGs that were common in the three core annotated KEGG pathways of the hCSs stimulated with TNF $\alpha$  and IL1 $\beta$  for 4 h, 12 h and 36 h. Clustering analysis of the common 1076 DEGs was performed to reveal 22 clusters of time-course gene expression profiles. Also, DEGs unique in TNF $\alpha$ - or IL-1 $\beta$ -stimulated hCSs were grouped into a distinct category (category A for TNF $\alpha$  and category B for IL-1 $\beta$ ). Biological functions were deduced based on information obtained from UniprotKB (<https://www.uniprot.org/>; 1 January 2022) and Genecards (<https://www.genecards.org/>; 15 January 2022).

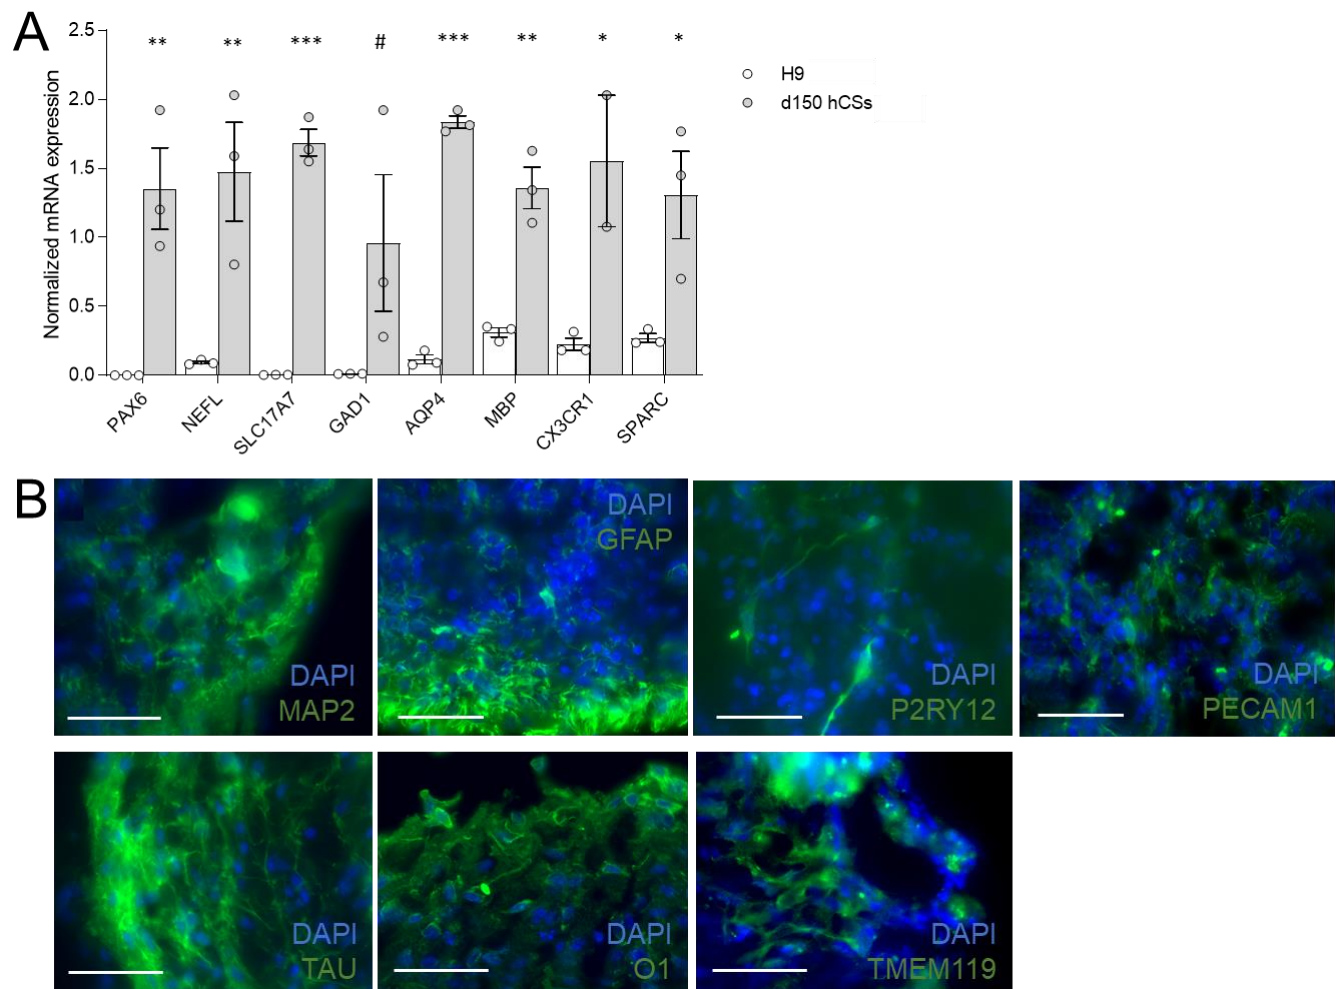

**Supplementary Figure S2.** Our human cortical spheroids (hCSs) contain neuroectoderm- and mesoderm-derived cell types. **(A)** Levels of mRNA expression (measured by qPCR) of neural progenitor marker *PAX6*, mature neuron marker *NEFL*, excitatory neuron marker *SLC17A7*, inhibitory neuron marker *GAD1*, astrocyte marker *AQP4*, oligodendrocyte marker *MBP*, microglia marker *CX3CR1* and endothelial cell marker *SPARC* in embryonic stem cell line H9 (n=3) and in hCSs (n=3) at day 150 (d150), relative to embryonic H9 stem cells. \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ , #  $p < 0.1$ . **(B)** Representative immunocytochemistry images of d150 hCS stainings for neuronal dendritic marker MAP2 and axonal marker TAU, astrocyte marker GFAP, oligodendrocyte marker O1, microglia markers P2RY12 and TMEM119, and endothelial surface marker PECAM1.

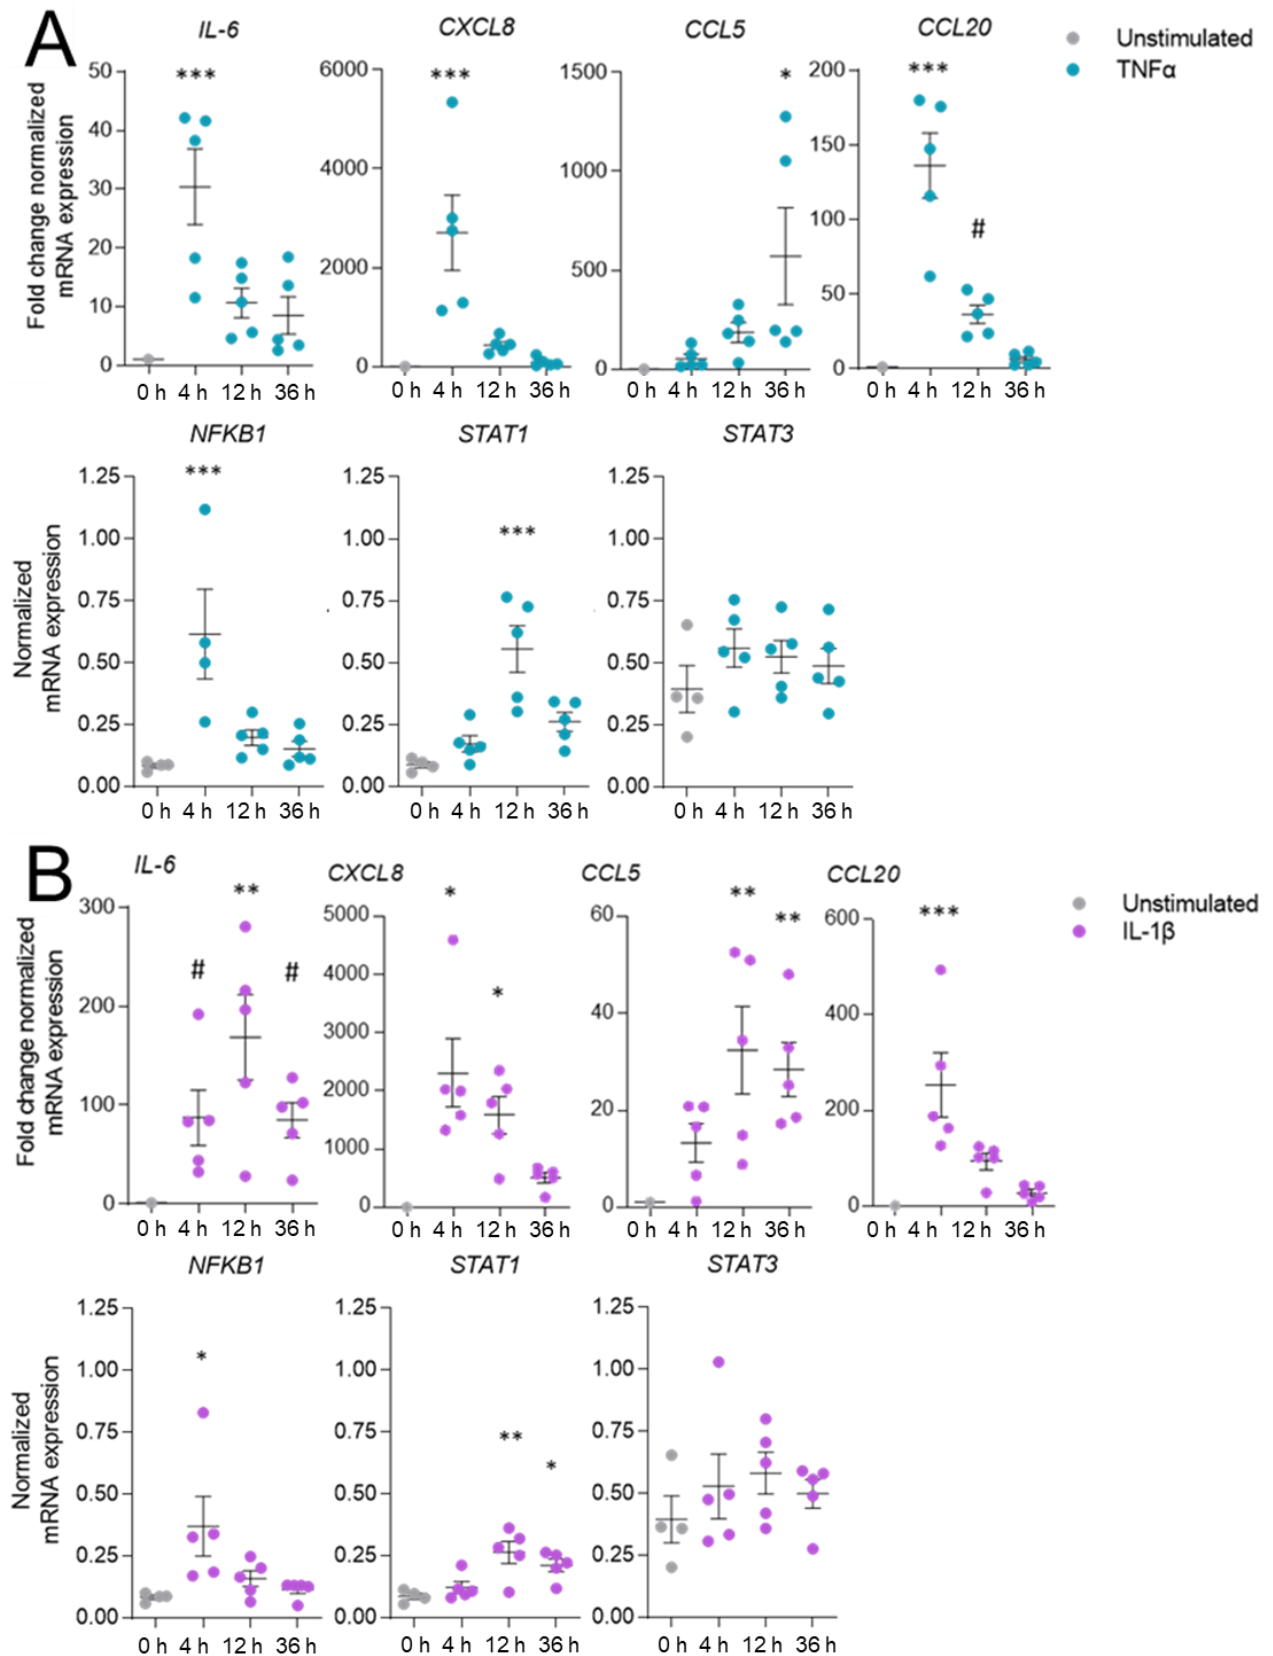

**Supplementary Figure S3.** Pro-inflammatory stimuli increase mRNA expression of neuroinflammatory-related genes in human cortical spheroids (hCSs). Normalized mRNA expression levels of *IL-6*, *CXCL8*, *CCL5*, *CCL20*, *NFKB1*, *STAT1* and *STAT3* at (A) various TNFα (5 ng/ml)

incubation time points and **(B)** various IL-1 $\beta$  (5 ng/ml) incubation time points and quantified by qPCR. \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ , #  $p < 0.1$ .

A

| TNF $\alpha$ -modulated DEGs |                             | IL-1 $\beta$ -modulated DEGs |                        |
|------------------------------|-----------------------------|------------------------------|------------------------|
| Gene Ontology term           | Corrected P-value           | Gene Ontology term           | Corrected P-value      |
| 4 h                          | Cytokine activity           | Cytokine activity            | $4.56 \times 10^{-14}$ |
|                              | Cytokine receptor binding   | Receptor regulator activity  | $7.67 \times 10^{-14}$ |
|                              | Receptor Ligand activity    | Receptor Ligand activity     | $2.73 \times 10^{-13}$ |
|                              | Receptor Regulator activity | Cytokine receptor binding    | $8.21 \times 10^{-11}$ |
| Gene Ontology term           | Corrected P-value           | Gene Ontology term           | Corrected P-value      |
| 12 h                         | Receptor binding            | Cytokine activity            | $2.17 \times 10^{-18}$ |
|                              | Cytokine receptor binding   | Receptor regulator activity  | $9.18 \times 10^{-17}$ |
|                              | Glycosaminoglycan binding   | Receptor Ligand activity     | $2.03 \times 10^{-16}$ |
|                              | Receptor Ligand activity    | Cytokine receptor binding    | $2.21 \times 10^{-14}$ |
| Gene Ontology term           | Corrected P-value           | Gene Ontology term           | Corrected P-value      |
| 36 h                         | Receptor binding            | Receptor binding             | $4.02 \times 10^{-14}$ |
|                              | Cytokine receptor binding   | Receptor regulator activity  | $5.33 \times 10^{-14}$ |
|                              | Receptor Ligand activity    | Receptor Ligand activity     | $1.21 \times 10^{-13}$ |
|                              | Glycosaminoglycan binding   | Glycosaminoglycan binding    | $2.80 \times 10^{-10}$ |

B

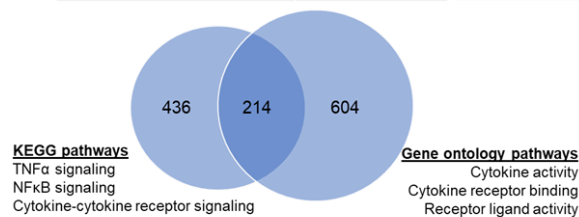

C

| TNF $\alpha$ - UP         |                            | TNF $\alpha$ - DOWN                                                     |                        | IL-1 $\beta$ - UP          |                        | IL-1 $\beta$ - DOWN                                                     |                        |
|---------------------------|----------------------------|-------------------------------------------------------------------------|------------------------|----------------------------|------------------------|-------------------------------------------------------------------------|------------------------|
| Cytokine receptor binding | Corrected P-value          | Cytokine receptor binding                                               | Corrected P-value      | Cytokine receptor binding  | Corrected P-value      | Cytokine receptor binding                                               | Corrected P-value      |
| 4 h                       | Receptor binding           | RNA binding                                                             | $3.00 \times 10^{-04}$ | Cytokine activity          | $3.37 \times 10^{-16}$ | Extracellular matrix structural constituent                             | $5.8 \times 10^{-12}$  |
|                           | Signaling receptor binding |                                                                         |                        | Cytokine receptor binding  | $5.12 \times 10^{-13}$ | Nucleic acid binding                                                    | $2.04 \times 10^{-05}$ |
|                           | Cytokine activity          |                                                                         |                        | Chemokine activity         | $8.04 \times 10^{-12}$ | RNA binding                                                             | $2.09 \times 10^{-04}$ |
|                           | Receptor ligand activity   |                                                                         |                        | Signaling receptor binding | $3.37 \times 10^{-10}$ | Icosanoid receptor activity                                             | $9.95 \times 10^{-04}$ |
| Cytokine receptor binding | Corrected P-value          | Cytokine receptor binding                                               | Corrected P-value      | Cytokine receptor binding  | Corrected P-value      | Cytokine receptor binding                                               | Corrected P-value      |
| 12 h                      | Signaling receptor binding | Extracellular matrix structural constituent                             | $3.79 \times 10^{-24}$ | Cytokine activity          | $2.45 \times 10^{-18}$ | Extracellular matrix structural constituent                             | $5.10 \times 10^{-12}$ |
|                           | Cytokine receptor binding  | Glycosaminoglycan binding                                               | $1.11 \times 10^{-10}$ | Signaling receptor binding | $2.52 \times 10^{-18}$ | Structural molecule activity                                            | $9.65 \times 10^{-04}$ |
|                           | Cytokine activity          | Heparin binding                                                         | $1.07 \times 10^{-08}$ | Cytokine receptor binding  | $3.57 \times 10^{-18}$ | Glycosaminoglycan binding                                               | $9.96 \times 10^{-04}$ |
|                           | Binding                    |                                                                         |                        | Binding                    | $1.95 \times 10^{-16}$ |                                                                         |                        |
| Cytokine receptor binding | Corrected P-value          | Cytokine receptor binding                                               | Corrected P-value      | Cytokine receptor binding  | Corrected P-value      | Cytokine receptor binding                                               | Corrected P-value      |
| 36 h                      | Signaling receptor binding | Extracellular matrix structural constituent                             | $1.74 \times 10^{-12}$ | Signaling receptor binding | $2.25 \times 10^{-11}$ | Extracellular matrix structural constituent                             | $2.68 \times 10^{-20}$ |
|                           | Cytokine activity          | Nucleic acid binding                                                    | $1.00 \times 10^{-08}$ | Peptide antigen binding    | $3.09 \times 10^{-08}$ | Extracellular matrix structural constituent conferring tensile strength | $6.16 \times 10^{-08}$ |
|                           | Binding                    | RNA binding                                                             | $4.54 \times 10^{-07}$ | Cytokine activity          | $7.18 \times 10^{-08}$ | Glycosaminoglycan binding                                               | $6.56 \times 10^{-08}$ |
|                           | Cytokine receptor binding  | Extracellular matrix structural constituent conferring tensile strength | $1.13 \times 10^{-06}$ | Cytokine receptor binding  | $1.49 \times 10^{-07}$ | Signaling receptor binding                                              | $3.65 \times 10^{-07}$ |

**Supplementary Figure S4.** Gene ontology (GO) analysis of differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNF $\alpha$  or IL-1 $\beta$  for 4 h, 12 h and 36 h. **(A)** GO top-4 pathways (based on false discovery rate (FDR)-corrected p-value). **(B)** Number of DEGs in the three core KEGG pathways (left), the three most-often found GO pathways (right) and overlapping between the three core KEGG and GO pathways (214 out of 436 (49.1%) KEGG genes are also GO genes; 214 out of 604 (35.4%) GO genes are also KEGG genes). **(C)** GO top-4 pathways (based on FDR p-value) resulting from the analysis of upregulated DEGs (UP) or downregulated DEGs (DOWN).

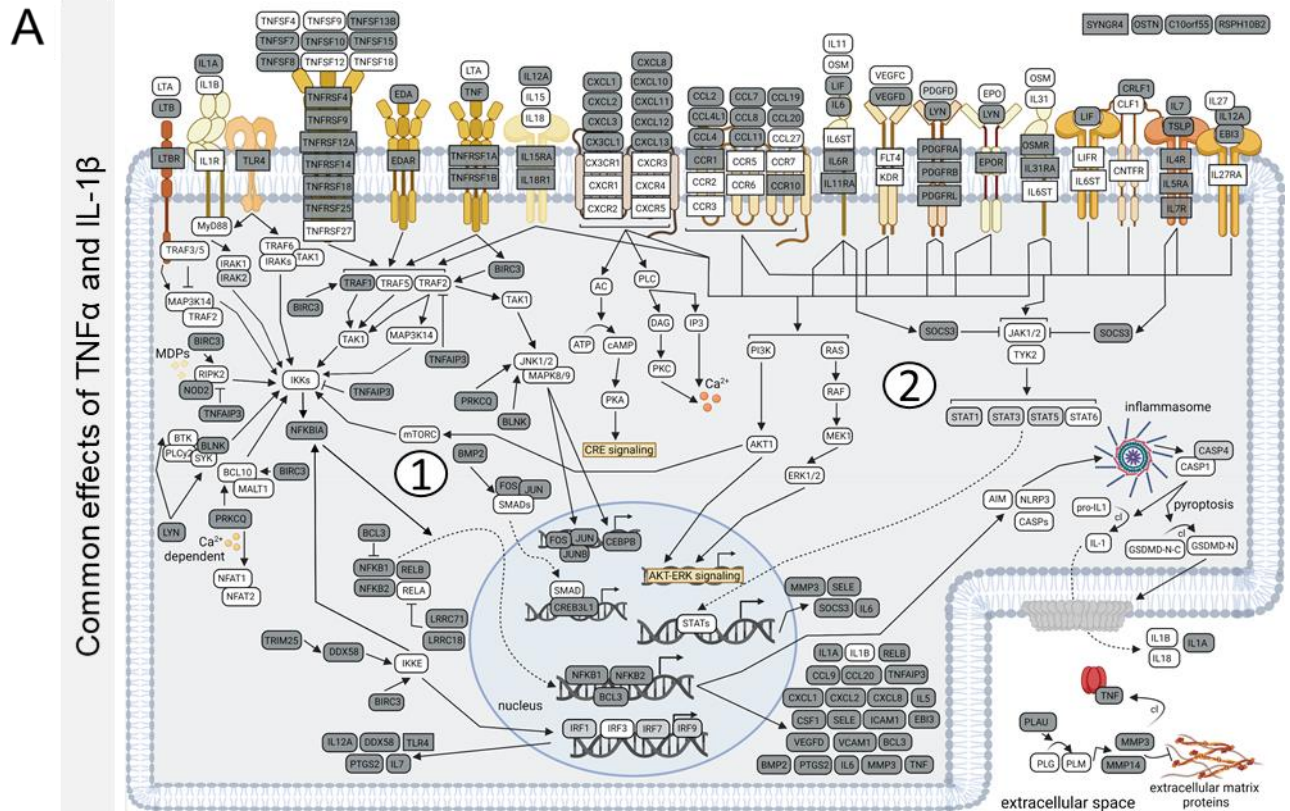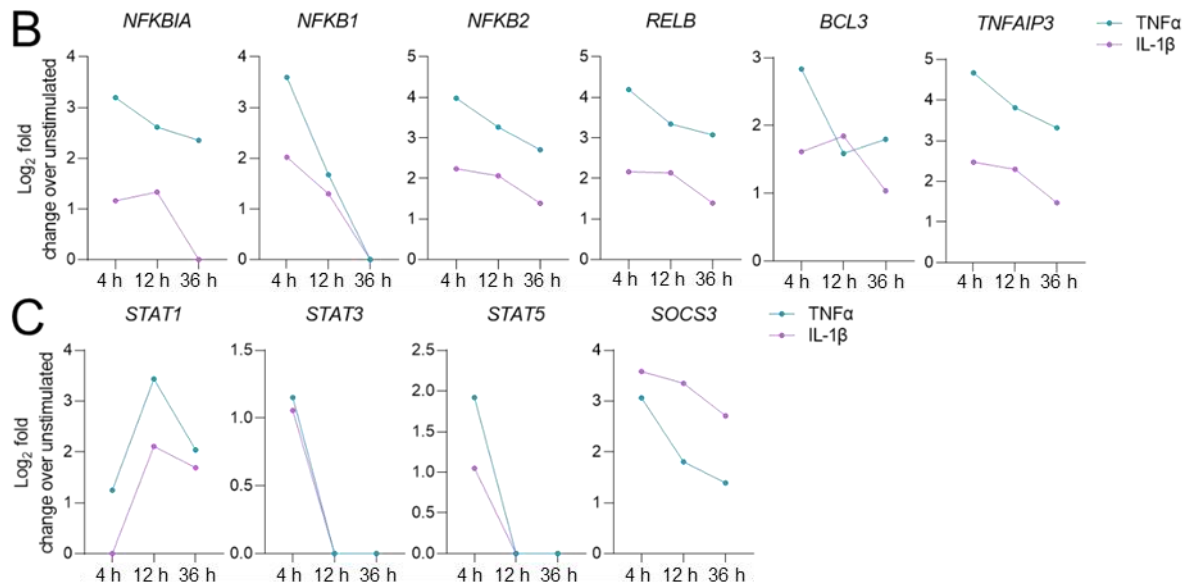

**Supplementary Figure S5. (A)** Molecular landscape constructed on the basis of differentially expressed genes (DEGs) in human cortical spheroids following stimulation with TNF $\alpha$  and with IL-1 $\beta$  for 4 h, 12 h and 36 h ("common" DEGs). Protein functions and interactions were deduced based on information obtained from UniprotKB (<https://www.uniprot.org/>; 1 January 2022) and Genecards (<https://www.genecards.org/>; 15 January 2022). A detailed description of the protein-protein interactions occurring in this molecular landscape can be found in Supplementary information 4. Rectangularly framed protein: membrane-bound receptor; protein in dark-gray-filled (rounded) rectangle: encoded by a core KEGG pathway DEG; protein in light-gray-filled (rounded) rectangle: encoded by a DEG not in the core KEGG

pathways; protein in white-filled (rounded) rectangle: not encoded by a DEG. Black arrows: stimulation or induction; inhibition arcs: inhibition; dotted arrows: translocation; fading arrows: enzymatic conversion; cl: cleavage. Encircled numbers refer to the two main dysregulated molecular pathways; 1: NFκB signaling, 2: STAT-dependent transcription. **(B)** Gene expression profiles of NFκB-master regulator genes *NFKBIA*, *NFKB1*, *NFKB2*, *RELB*, *BCL3* and *TNFAIP3*. **(C)** Gene expression profiles of STAT-master regulator genes *STAT1*, *STAT3* and *SOCS3*.

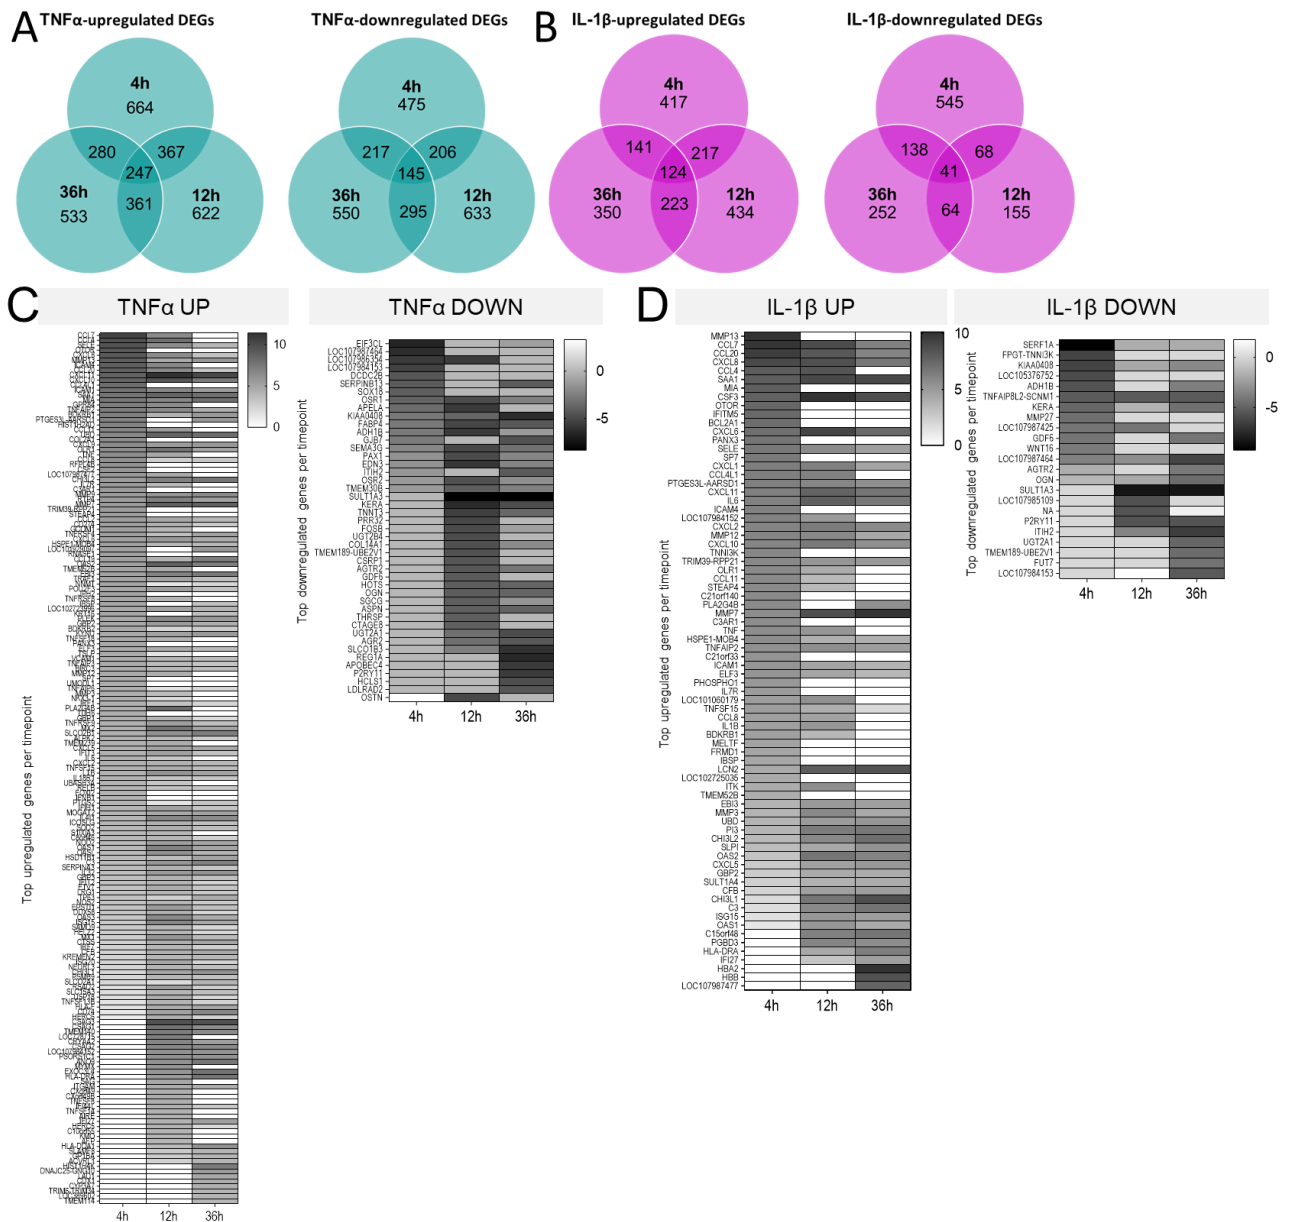

**Supplementary Figure S6.** Number and time-course expression profiles of upregulated (left) and downregulated (right) differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNF $\alpha$  (**A** and **C**) or IL-1 $\beta$  (**B** and **D**) for 4 h, 12 h and 36 h. For time-course expression profiles, per time point top DEGs are based on Log<sub>2</sub> fold change with a cut-off of 4 (upregulated DEGs; UP) or -4 (downregulated DEGs; DOWN).

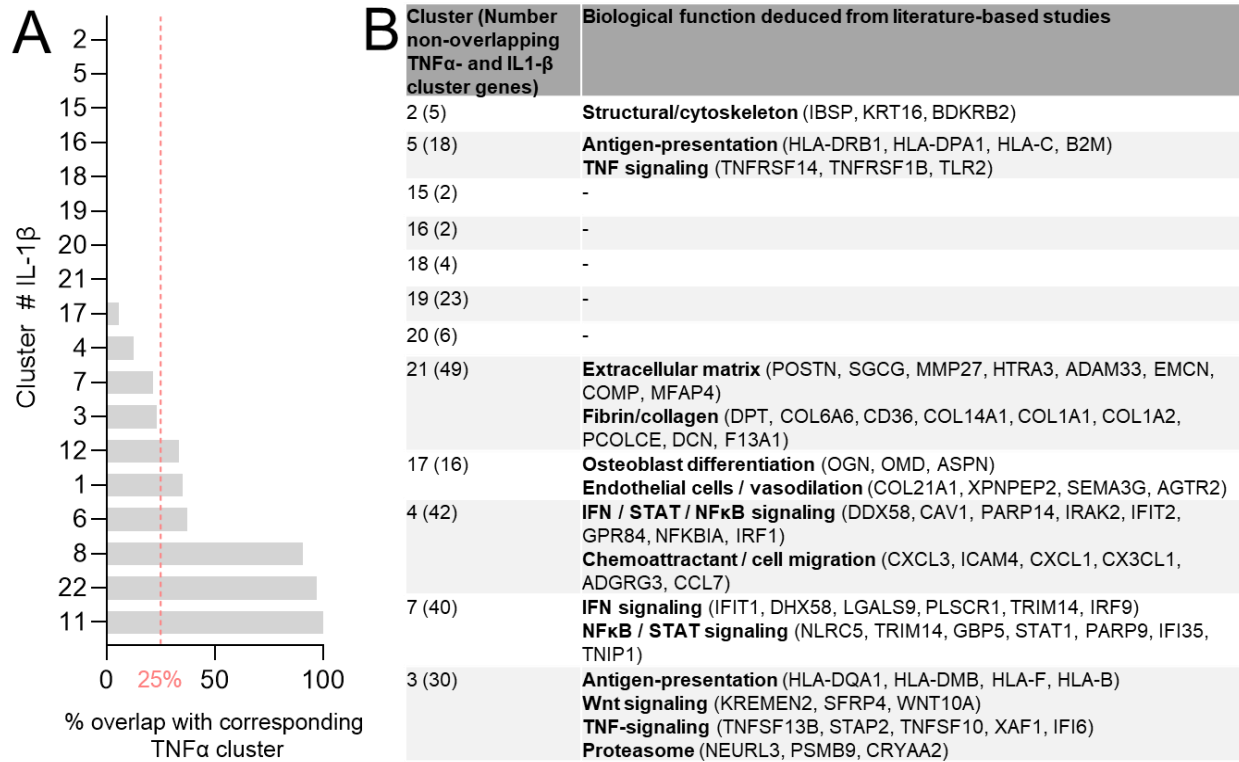

**Supplementary Figure S7.** Cluster analysis and biological functions of common differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNF $\alpha$  and IL-1 $\beta$  for 4 h, 12 h or 36 h. **(A)** Percentages of common DEGs in TNF $\alpha$ - and IL-1 $\beta$ -clusters resulting from DEG cluster analysis. Dotted red line: cut-off (overlap score between corresponding TNF $\alpha$ - and IL-1 $\beta$ -clusters < 25%), **(B)** Biological functions of cluster DEGs with a < 25% overlap score between corresponding TNF $\alpha$ - and IL-1 $\beta$ -clusters. Functions were deduced from literature-based studies.

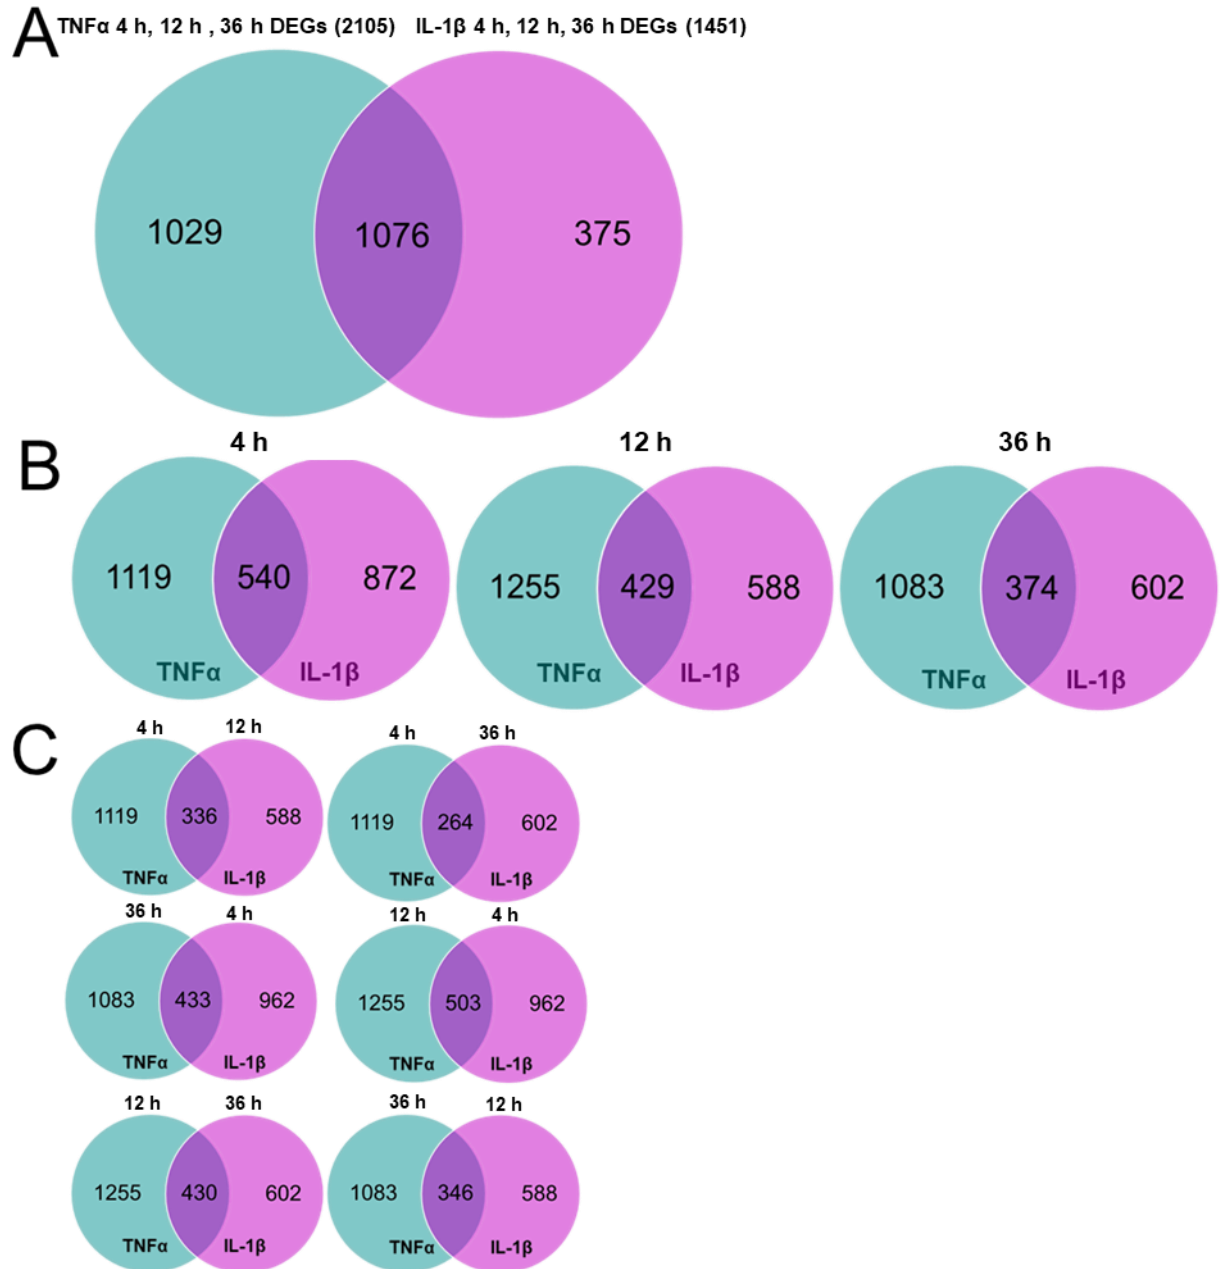

**Supplementary Figure S8.** Number of differentially expressed genes (DEGs) in human cortical spheroids stimulated with TNF $\alpha$  or IL-1 $\beta$  for 4 h, 12 h and 36 h. **(A)** Number of common DEGs dysregulated at one of the three time-points of TNF $\alpha$ - and IL-1 $\beta$ -stimulation (overlap), and number of DEGs uniquely dysregulated following TNF $\alpha$ -stimulation (left) and IL-1 $\beta$ -stimulation (right). **(B)** Number of common DEGs overlapping between the TNF $\alpha$ - and IL-1 $\beta$ -DEG lists (overlap), and number of DEGs unique to the TNF $\alpha$ -DEG list (left) and IL-1 $\beta$ -DEG list (right) per stimulation time point. **(C)** Number of common DEGs overlapping between the TNF $\alpha$ - and IL-1 $\beta$ -DEG lists (overlap), and number of DEGs unique to the TNF $\alpha$ -DEG lists (left) and IL-1 $\beta$ -DEG lists (right) among the various stimulation time points.

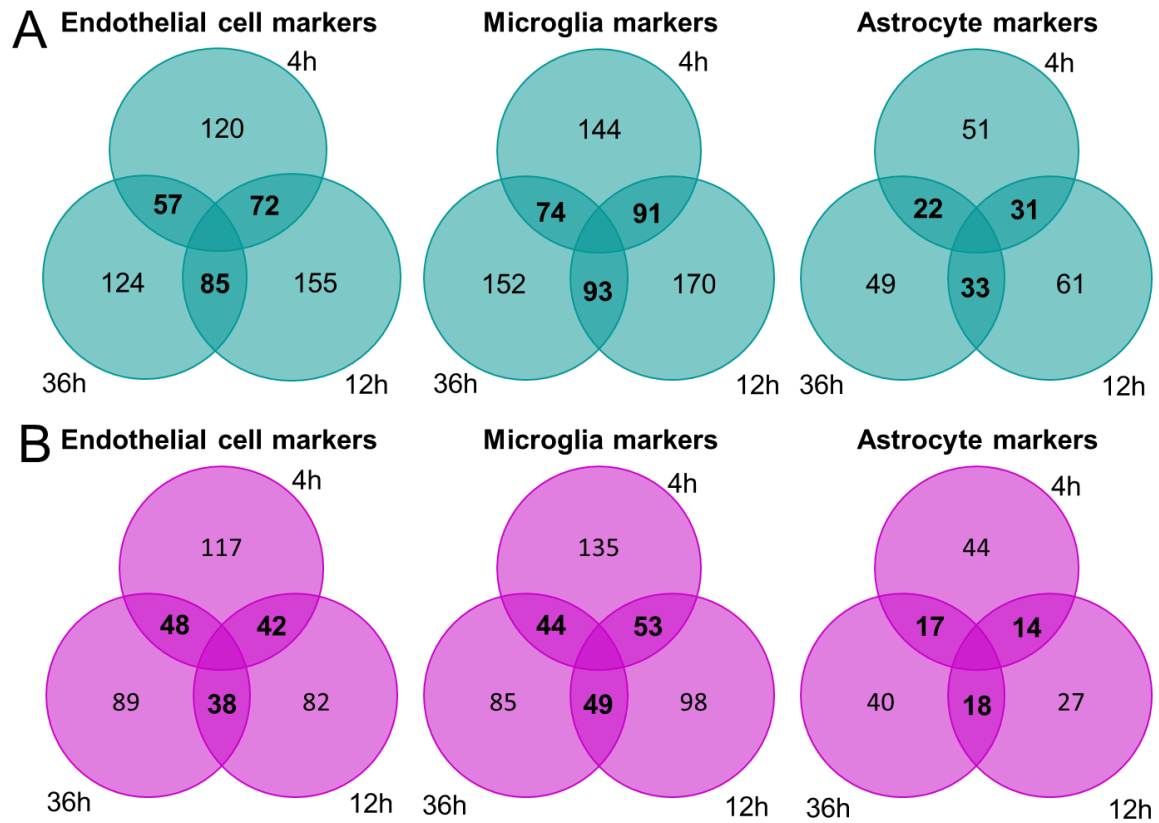

**Supplementary Figure S9.** Number of endothelial cell-, microglia- and astrocyte-marker genes that are dysregulated in human cortical spheroids following stimulation with (A)  $\text{TNF}\alpha$  or (B)  $\text{IL-1}\beta$  for 4 h, 12 h or 36 h. Marker genes (Supplementary information 3) were based on a single-cell RNA-seq dataset of human fetal brain regions [25].

**Supplementary Table S1.** Boolean clustering of the time-course expression profiles of common differentially expressed genes (DEGs) selected on the basis of their presence in the DEG-lists of human cortical spheroids (hCSs) stimulated with TNF $\alpha$  for 4 h, 12 h or 36 h as well as in the DEG-lists of hCSs stimulated with IL-1 $\beta$  for 4 h, 12 h or 36 h. In the column “Pattern”, “high” refers to a Log<sub>2</sub> fold change (FC) > 2.5 or < -2.5 and “low” refers to a Log<sub>2</sub> FC between 0 and 2.5 or between -2.5 and 0. In the column “Direction”, “pos” indicates that the FC-value is above 0 and “neg” indicates that the FC-value is below 0. The boundary at the DEG threshold of Log<sub>2</sub> FC = 1 could not be set as some genes were only a DEG at one time point and thus values with a Log<sub>2</sub> FC between 1 and -1 were also present in the dataset.

| Cluster # | 4 h        | 12 h       | 36 h       | Pattern        | Direction   |
|-----------|------------|------------|------------|----------------|-------------|
| 1         | > 2.5      | >2.5       | > 2.5      | high high high | pos pos pos |
| 2         | > 2.5      | > 0, < 2.5 | > 2.5      | high low high  | pos pos pos |
| 3         | > 0, < 2.5 | > 2.5      | > 2.5      | low high high  | pos pos pos |
| 4         | > 2.5      | > 2.5      | > 0, < 2.5 | high high low  | pos pos pos |
| 5         | > 0, < 2.5 | > 0, < 2.5 | > 2.5      | low low high   | pos pos pos |
| 6         | > 2.5      | > 0, < 2.5 | > 0, < 2.5 | high low low   | pos pos pos |
| 7         | > 0, < 2.5 | > 2.5      | > 0, < 2.5 | low high low   | pos pos pos |
| 8         | > 0, < 2.5 | > 0, < 2.5 | > 0, < 2.5 | low low low    | pos pos pos |
| 9         | > 0        | < 0        | > 0        |                | pos neg pos |
| 10        | < 0        | > 0        | < 0        |                | neg pos neg |
| 11        | > 0        | > 0        | < 0        |                | pos pos neg |
| 12        | > 0        | < 0        | < 0        |                | pos neg neg |
| 13        | < 0        | > 0        | > 0        |                | neg pos pos |
| 14        | < 0        | < 0        | > 0        |                | neg neg pos |
| 15        | <-2.5      | <-2.5      | <-2.5      | high high high | neg neg neg |
| 16        | <-2.5      | <0, > -2.5 | <-2.5      | high low high  | neg neg neg |
| 17        | <0, > -2.5 | <-2.5      | <-2.5      | low high high  | neg neg neg |
| 18        | <-2.5      | <-2.5      | <0, > -2.5 | high high low  | neg neg neg |
| 19        | <0, > -2.5 | <0, > -2.5 | <-2.5      | low low high   | neg neg neg |
| 20        | <-2.5      | <0, > -2.5 | <0, > -2.5 | high low low   | neg neg neg |
| 21        | <0, > -2.5 | <-2.5      | <0, > -2.5 | low high low   | neg neg neg |
| 22        | <0, > -2.5 | <0, > -2.5 | <0, > -2.5 | low low low    | neg neg neg |

**Supplementary Table S2.** Listed are per cluster (see Figure 4) the percentages of TNF $\alpha$ -modulated differentially expressed genes (DEGs) and the percentages of IL-1 $\beta$ -modulated DEGs. Percentages are relative to the total number of common TNF $\alpha$ - and IL-1 $\beta$ -modulated DEGs (1076 DEGs).

| <b>Cluster #</b> | <b>% TNF<math>\alpha</math> modulated DEGs</b> | <b>% IL-1<math>\beta</math> modulated DEGs</b> |
|------------------|------------------------------------------------|------------------------------------------------|
| 1                | 6.88                                           | 3.53                                           |
| 2                | 0.46                                           | 0.19                                           |
| 3                | 3.62                                           | 2.51                                           |
| 4                | 4.46                                           | 2.51                                           |
| 5                | 1.67                                           | 0.74                                           |
| 6                | 5.48                                           | 3.90                                           |
| 7                | 4.74                                           | 3.16                                           |
| 8                | 22.68                                          | 32.90                                          |
| 9                | 0                                              | 0                                              |
| 10               | 0                                              | 0                                              |
| 11               | 0.09                                           | 0.19                                           |
| 12               | 0.28                                           | 0.19                                           |
| 13               | 0                                              | 0.09                                           |
| 14               | 0                                              | 0                                              |
| 15               | 0.19                                           | 0.19                                           |
| 16               | 0.19                                           | 1.11                                           |
| 17               | 1.56                                           | 0.46                                           |
| 18               | 0.37                                           | 0.09                                           |
| 19               | 2.14                                           | 1.67                                           |
| 20               | 0.56                                           | 0.74                                           |
| 21               | 4.55                                           | 0.19                                           |
| 22               | 39.13                                          | 45.17                                          |

**Supplementary Table S3.** Listed are per cluster (see Figure 4) the number of genes in the time-course expression cluster of TNF $\alpha$ - and IL-1 $\beta$ -modulated differentially expressed genes (DEGs), the number of genes common in the time-course expression clusters of TNF $\alpha$ - and IL-1 $\beta$ -modulated DEGs and the percentage of genes common in the time-course expression clusters of TNF $\alpha$ - and IL-1 $\beta$ -modulated DEGs.

| Cluster # | # genes in TNF $\alpha$ -cluster | # genes in IL-1 $\beta$ -cluster | # genes common in TNF $\alpha$ - and IL-1 $\beta$ clusters | % genes common in TNF $\alpha$ - and IL-1 $\beta$ clusters (% relative to number of TNF $\alpha$ -cluster genes) |
|-----------|----------------------------------|----------------------------------|------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------|
| 1         | 74                               | 38                               | 26                                                         | 35.1                                                                                                             |
| 2         | 5                                | 2                                | 0                                                          | 0                                                                                                                |
| 3         | 39                               | 27                               | 9                                                          | 23.1                                                                                                             |
| 4         | 48                               | 27                               | 6                                                          | 12.5                                                                                                             |
| 5         | 18                               | 8                                | 0                                                          | 0                                                                                                                |
| 6         | 59                               | 42                               | 22                                                         | 37.3                                                                                                             |
| 7         | 51                               | 34                               | 11                                                         | 21.6                                                                                                             |
| 8         | 244                              | 354                              | 221                                                        | 90.6                                                                                                             |
| 9         | 0                                | 0                                | -                                                          | -                                                                                                                |
| 10        | 0                                | 0                                | -                                                          | -                                                                                                                |
| 11        | 1                                | 2                                | 1                                                          | 100                                                                                                              |
| 12        | 3                                | 2                                | 1                                                          | 33.3                                                                                                             |
| 13        | 0                                | 1                                | 0                                                          | 0                                                                                                                |
| 14        | 0                                | 0                                | -                                                          | -                                                                                                                |
| 15        | 2                                | 2                                | 0                                                          | 0                                                                                                                |
| 16        | 2                                | 12                               | 0                                                          | 0                                                                                                                |
| 17        | 17                               | 5                                | 1                                                          | 5.9                                                                                                              |
| 18        | 4                                | 1                                | 0                                                          | 0                                                                                                                |
| 19        | 23                               | 18                               | 0                                                          | 0                                                                                                                |
| 20        | 6                                | 8                                | 0                                                          | 0                                                                                                                |
| 21        | 49                               | 2                                | 0                                                          | 0                                                                                                                |
| 22        | 421                              | 486                              | 408                                                        | 96.9                                                                                                             |

**Supplementary Table S4.** Primer sequences used for qPCR validation of RNA-seq data in day-150 human cortical spheroids.

| Transcript | Forward sequence         | Reverse sequence         |
|------------|--------------------------|--------------------------|
| AQP4       | GGAAATTGGGAAAACCATTTGA   | AAGACATACTCATAAAGGCCACCA |
| CCL20      | GCTGTGACATCAATGCTATCATCT | CTTTTACTGAGGAGACGCACAA   |
| CCL5       | CCATATTCCTCGGACACCACAC   | CGAACCCATTTCTTCTCTGGGT   |
| CX3CR1     | CAAATGCCACACATCACCCCTTA  | TTGACTCGATGCAGTAGGCAG    |
| CXCL8      | GATTTCTGCAGCTCTGTGTGAAGG | GGGTGGAAAGGTTTGGAGTATGT  |
| GAD1       | CCATTCTCGTCAAGGAAAAGGG   | ACTGCTTGTCTGGCTGGAAGAG   |
| GAPDH      | GTCATGGGTGTGAACCATGAGA   | GCATGGACTGTGGTCATGAGTC   |
| IL-6       | TGAGGAGACTTGCCTGGTGAA    | ACTCATCTGCACAGCTCTGGCT   |
| MBP        | ACCCAAGATGAAAACCCCGTA    | GAAATGGCTCGTCACCTTCGT    |
| NEFL       | GACCCTGGAAATCGAAGCATG    | TTGATCGTGTCTCTGCATAGCG   |
| NFKB1      | TGATCTGTACCAGACGCCCTTG   | TCTTTGGCAGCTAGGTGCAAA    |
| PAX6       | CAAATAACCTGCCTATGCAACCC  | GCTGACTGTTTCATGTGTGTCTGC |
| SLC17A7    | GTTGATGAACTGCGGAGGCTTC   | GTCCAGGTGGTTCACGTTGAAC   |
| SPARC      | TACATCGGGCCTTGCAAATAC    | TGTCCTCATCCCTCTCATACAGG  |
| STAT1      | TCGACAGTCTTGGCACCTAAC    | GTACCACTGAGACATCCTGCC    |
| STAT3      | ACCATTGACCTGCCGATGTC     | AAGGTGAGGGACTCAAACCTGC   |
| YWHAZ      | CGCTGGTGATGACAAGAAAGG    | GAAGTTAAGGGCCAGACCCAGT   |

**Supplementary Table S5.** Validation of RNA-sequencing (RNA-seq) data by quantitative PCR (qPCR) analysis of the expression of genes modulated in human cortical spheroids (hCSs) stimulated with TNF $\alpha$  for 4 h, 12 h or 36 h. Listed are Log<sub>2</sub> fold-change (FC) values in the stimulated hCSs over the unstimulated (0 h) hCSs. Correlation RNAseq-qPCR 4h: 0.685, p-value : 0.001; correlation RNAseq-qPCR 12h: 0.862, p-value : < 0.001; correlation RNAseq-qPCR 36h: 0.819, p-value : < 0.001.

| Gene   | Log <sub>2</sub> FC<br>4 h over 0 h<br>(RNA-seq) | Log <sub>2</sub> FC 12<br>h over 0 h<br>(RNA-seq) | Log <sub>2</sub> FC 36<br>h over 0 h<br>(RNA-seq) | Log <sub>2</sub> FC 4<br>h over 0 h<br>(qPCR) | Log <sub>2</sub> FC<br>12 h over<br>0 h<br>(qPCR) | Log <sub>2</sub> FC<br>36 h over<br>0 h<br>(qPCR) |
|--------|--------------------------------------------------|---------------------------------------------------|---------------------------------------------------|-----------------------------------------------|---------------------------------------------------|---------------------------------------------------|
| CASP1  | -0.41328                                         | 0.473297                                          | 0.701659                                          | -0.22733                                      | 0.622238                                          | 0.391013                                          |
| NFKB1  | 3.595265                                         | 1.673808                                          | 0.846103                                          | 3.058115                                      | 1.248208                                          | 0.864795                                          |
| IL1B   | 0                                                | -0.58496                                          | -1.58496                                          | -0.70152                                      | 0.415028                                          | 0.9347                                            |
| GSDMD  | -0.47846                                         | 0.71114                                           | 1.317267                                          | -0.45102                                      | -0.36782                                          | 0.448086                                          |
| IL-6   | 4.299208                                         | 3.055282                                          | 1.459432                                          | 4.923394                                      | 3.408947                                          | 3.082219                                          |
| TNF    | 6.285402                                         | 4.807355                                          | 3.906891                                          | 8.246019                                      | 6.349774                                          | 6.304054                                          |
| CASP8a | -0.31015                                         | -0.22476                                          | -0.10292                                          | -0.52994                                      | -0.36844                                          | -0.17874                                          |
| CASP3  | 0.392343                                         | 0.077863                                          | 0.147918                                          | 0.373353                                      | 0.249784                                          | 0.165412                                          |
| NEFL   | 0.261588                                         | -0.32883                                          | 0.07761                                           | 0.161389                                      | -0.62918                                          | -0.0046                                           |
| PLP1   | -0.12062                                         | -0.63304                                          | -0.71647                                          | -0.18907                                      | -0.67546                                          | -0.78794                                          |
| GFAP   | 0.767701                                         | 1.801595                                          | 1.197088                                          | 0.812531                                      | 1.424179                                          | 0.650184                                          |
| FGFR3  | 0.318682                                         | 0.203747                                          | 0.606416                                          | -0.12235                                      | 0.092705                                          | 0.256252                                          |
| CXCL8  | 9.211348                                         | 6.366322                                          | 3.345775                                          | 11.40253                                      | 8.762586                                          | 6.51757                                           |
| S100B  | 0.023744                                         | 0.025109                                          | -0.18405                                          | 0.243255                                      | 0.41676                                           | -0.20017                                          |
| TGFB2  | -0.67413                                         | -0.4967                                           | -0.37367                                          | -0.44422                                      | -0.60363                                          | -0.31222                                          |
| CCL5   | 0.36728                                          | 1.83064                                           | 3.031784                                          | 5.747325                                      | 7.540873                                          | 9.158498                                          |
| CCL20  | 8.73471                                          | 6.514573                                          | 3.30117                                           | 7.089191                                      | 5.186672                                          | 2.634049                                          |
| MAP2   | -0.14105                                         | 0.061004                                          | 0.156159                                          | -0.04027                                      | 0.11295                                           | 0.127895                                          |

**Supplementary Table S6.** Validation of RNA-sequencing (RNA-seq) data by quantitative PCR (qPCR) analysis of the expression of genes modulated in human cortical spheroids (hCSs) stimulated with IL-1 $\beta$  for 4h, 12h or 36h. Listed are Log<sub>2</sub> fold-change (FC) values in the stimulated hCSs over the unstimulated (0 h) hCSs. Correlation RNAseq-qPCR 4h: 0.758, p-value : < 0.001; correlation RNAseq-qPCR 12h: 0.702, p-value : 0.001; correlation RNAseq-qPCR 36h: 0.857, p-value : < 0.001.

| Gene   | Log <sub>2</sub> FC<br>4 h over 0 h<br>(RNA-seq) | Log <sub>2</sub> FC 12<br>h over 0 h<br>(RNA-seq) | Log <sub>2</sub> FC 36<br>h over 0 h<br>(RNA-seq) | Log <sub>2</sub> FC 4<br>h over 0 h<br>(qPCR) | Log <sub>2</sub> FC<br>12 h over<br>0 h<br>(qPCR) | Log <sub>2</sub> FC<br>36 h over<br>0 h<br>(qPCR) |
|--------|--------------------------------------------------|---------------------------------------------------|---------------------------------------------------|-----------------------------------------------|---------------------------------------------------|---------------------------------------------------|
| CASP1  | -1.77083                                         | 0.325095                                          | -0.89308                                          | -1.16012                                      | -0.12961                                          | -0.7904                                           |
| NFKB1  | 2.018132                                         | 1.298876                                          | 0.421107                                          | 2.154579                                      | 0.93137                                           | 0.460119                                          |
| IL1B   | 4.662965                                         | 5.142958                                          | 2.736966                                          | 1.594562                                      | 1.289886                                          | 0.974264                                          |
| GSDMD  | -1.09622                                         | 0.255257                                          | -0.18601                                          | -0.6714                                       | -0.09302                                          | -0.65311                                          |
| IL-6   | 6.186114                                         | 7.806147                                          | 6.622052                                          | 6.445521                                      | 7.398288                                          | 6.403687                                          |
| TNF    | 5.584963                                         | 5.169925                                          | 3.70044                                           | 7.024378                                      | 6.061383                                          | 4.369505                                          |
| CASP8a | -0.51796                                         | 0.290366                                          | 0.198546                                          | -0.1551                                       | 0.181148                                          | -0.01531                                          |
| CASP3  | 0.596747                                         | -0.093                                            | 0.058661                                          | 0.63501                                       | 0.211932                                          | 0.031096                                          |
| NEFL   | -0.27673                                         | -0.03538                                          | 0.295237                                          | -0.12107                                      | -0.20689                                          | 0.040685                                          |
| PLP1   | 0.204718                                         | -0.51565                                          | -0.73194                                          | 0.223242                                      | -0.38046                                          | -0.72151                                          |
| GFAP   | 1.264698                                         | 1.695778                                          | 2.200887                                          | 1.04312                                       | 1.276357                                          | 1.821861                                          |
| FGFR3  | 1.382248                                         | -0.10941                                          | 0.738586                                          | 0.587332                                      | -0.39051                                          | 0.228926                                          |
| CXCL8  | 8.895491                                         | 8.586423                                          | 6.674781                                          | 11.16951                                      | 10.62913                                          | 8.981241                                          |
| S100B  | 0.185035                                         | 0.274382                                          | 0.69857                                           | 0.427569                                      | 0.372366                                          | 0.614885                                          |
| TGFB2  | -0.60098                                         | -0.33871                                          | 0.096802                                          | -0.30158                                      | -0.23024                                          | 0.06799                                           |
| CCL5   | 0.356267                                         | 0.331488                                          | -0.29178                                          | 3.725013                                      | 5.016357                                          | 4.827882                                          |
| CCL20  | 9.485829                                         | 8.194757                                          | 6.042832                                          | 7.984097                                      | 6.559726                                          | 4.812155                                          |
| MAP2   | -0.10021                                         | -0.09997                                          | 0.224675                                          | -0.02979                                      | 0.066822                                          | 0.098418                                          |

# Supplementary material for: Molecular Signature of Neuroinflammation Induced in Cytokine-Stimulated Human Cortical Spheroids
**Source:** Biomedicines. 2022 Apr 29;10(5):1025. doi: 10.3390/biomedicines10051025
**Supplement:** Supplementary file 1

## Supplementary information 4 - refers to Supplementary Figure S5A

LTBR is a receptor for LTA and LTB, and signals via TRAF3 and TRAF5 to inhibit TRAF2-MAP3K14-mediated activation of NF-kappa-B (NFkB) via proteasomal degradation of MAP3K14, reducing inhibitory-kB kinase (*IKK/IKBK*)-dependent post-translational protein modification (phosphorylation) of NFkB inhibitor-alpha (NFKBIA) [82-84]; the IKBK-complex is the core element of the NFkB cascade. IL1R serves as a receptor for IL1A and IL1B, and activates the IKBK subfamily via the signaling adapter molecules MyD88, IRAK1 and IRAK2 that induce IKBK-dependent phosphorylation of NFKBIA [85-88]. TLR4 activates the IKBK subfamily and subsequent proteolytic processing of NFKBIA via the signaling adapter molecule MyD88 or via IRAK-TRAF6-TIK1-signaling [89, 90]. TNFRSF4, TNFRSF9, TNFRSF12A, TNFRSF14, TNFRSF18, TNFRSF25 and TNFRSF27 are TNF receptors for the ligands TNFSF4, TNFSF7, TNFSF8, TNFSF9, TNFSF10, TNFSF12, TNFSF13B, TNFSF15 and TNFSF18, and activate proteolytic processing of NFkB-subunits to allow their translocation to the nucleus via TRAF1-*IKBK*-NFKBIA, TRAF2-*IKBK*-NFKBIA, TRAF5-*IKBK*-NFKBIA and TRAF2-MAP3K14 signaling [91-99]. EDAR is a receptor for EDA that signals through TRAF2-*IKBK*-NFKBIA and activates c-JUN N-terminal kinase (*JNK*) signaling [100]. TNF and LTA (in its homotrimeric form) bind to both TNFRSF1A (alias TNFR1) and TNFRSF1B (alias TNFR2), and as such activate TRAF1-TRAF2-*IKBK*-NFKBIA signaling [101]. TNFAIP3 is a direct inhibitor of *IKBK*-family members, and inhibits *IKBK*s also via inhibition of TRAF2 and of the NOD2-RIPK2 complex that forms in response to muramyl dipeptide (MDP) recognition [102]. BLNK activates *IKBK*-dependent NFKBIA phosphorylation via the BLNK-SYK-BTK-PLCy2 complex [103] and activates the *JNK* pathway [104]. The inflammation-transcription factor CEBPB is activated via mitogen-activated protein kinase (*MAPK*) kinases (*MKKs*) that include *JNK1/2* [105]. LYN phosphorylates both BTK and SYK [106]. The expression of BCL3 is also induced by NFkB, which is part of the self-regulatory feedback loop that inhibits the translocation of NFKB1 from the cytoplasm to the nucleus [107], and BCL3 acts in the nucleus as a transcriptional coactivator of NFkB-subunits following phosphorylation by *IKBK*s [108, 109]. PRKCQ mediates translocation and activation of NFKB1 and NFKB2 through activation of the BCL10-MALT1 complex and *IKBK* [110], and activates the transcription factor JUN via *JNK* signaling [111, 112]. BIRC3 is an E3 ubiquitin-protein ligase for RIPK1/2/3/4, *IKBKE*, TRAF1 and BCL10, which results in downstream *IKBK*-dependent NFKBIA phosphorylation [113, 114]. NFkB-subunits NFKB1, NFKB2, RELA and RELB are disinhibited following phosphorylation of NFKBIA and translocate to the nucleus where the homo- or heterodimeric complexes bind to DNA to activate or repress transcription [115, 116]. LRRC71 and LRRC18 may inhibit RELA, as one of their family members (LRRC25) displays a similar function [117]. NFkB binding to DNA regulates transcriptional activation of CSF1 [118], SELE [119, 120], IL6 [121, 122], ICAM1 and VCAM1 [123, 124], PTGS2 [125, 126], VEGFD [127], CXCL1 [128], CXCL2 [128], IL11 [129], CXCL8/IL8 [130, 131], IL1B [132], IL1A [133], EBI3 [134], CCL9 [135], CCL20 [136, 137], TNF [138, 139], TNFRSF9 [140], BMP2 [141, 142], TNFAIP3 [143], IRF7 [144], RELB [145] and the extracellular matrix metalloproteinase MMP3 [146, 147]. MMP3 and MMP14 degrade extracellular matrix proteins such as fibronectin, laminin and collagens [148, 149] and MMP3 cleaves a subdomain of TNF $\alpha$  [150]. Plasminogen activator urokinase (PLAU) converts PLG to PLM, and PLM cleaves pro-MMPs to active MMPs [151, 152].

CCR1, CCR2, CCR3, CCR5, CCR6, CCR7 and CCR10 are receptors for the cytokines CCL2, CCL4, CCL4L1, CCL7, CCL8, CCL11, CCL19 and CCL20, and activate the JAK-STAT-signaling pathway [153], *MAPK*-signaling pathway and PI3K-AKT1-signaling via *JNK* [154-159]. The chemokines CX3CL1, CXCL1, CXCL2, CXCL3, CXCL8, CXCL10, CXCL11, CXCL12 and CXCL13 bind to CX3CR1, CXCR1, CXCR2, CXCR3, CXCR4 and CXCR5, and induce GPCR-signaling via PI3K-AKT1-, PLC/DAG- and *MAPK*-signaling [160-164].

IL6R associates with IL6ST to form a receptor for IL6, LIF and OSM (among others) [165] and activates MEK1-ERK1/2-signaling [166] and STAT3-signaling [167]. IL6-signaling also activates the JAK-repressor SOCS3 [168]. IL4R, IL5R, IL7R, via their ligands IL4/IL13,

IL5 and IL7/TSLP, respectively, activate JAK-STAT signaling [38, 169-171]. A complex consisting of IL12A, IL27 and EBI3 binds to IL31RA to activate JAK-STAT-signaling [172-174] and SOCS3 [175, 176]. IL15R and IL18R1 are receptors for IL12A, IL15 and IL18, and activate JAK-STAT-signaling and TRAF2/6-IKKB-dependent NFkB signaling [177, 178]. VEGFD is a ligand for KDR and FLT4, tyrosine kinase receptors that activate RAS-RAF-MEK1-ERK1/2- and PI3K-AKT1-signaling [179, 180]. VEGFD also promotes nuclear translocation of STAT1/STAT6 via KDR/FLT4 [181]. PDGFRA, PDGFRB and PDGFRL activate ERK1/2- and AKT1-signaling [182, 183], and JAK1-STAT1/3/6- and JAK2-STAT5 signaling [184, 185] through activation by PDGFB, PDGFD or LYN [186]. Upon binding of EPO and LYN, EPOR activates the PI3K-AKT1-, ERK1/2- and JAK2-STAT5-signaling pathways [106, 187]. OSMR in complex with IL6ST binds to IL31RA to form IL31R, and activate STAT1, STAT3 and STAT5 via JAK2 [188, 189]. Upon binding of LIF, LIFR in complex with IL6ST activates JAK-STAT-signaling [190, 191], highly similar to the OSM-OSMR mechanism of action [192]. Likewise, a complex between IL11RA and IL6ST activates JAK-STAT- and PI3K-AKT1-signaling [193]. CRLF1 and CLCF1 bind to CNTFR in complex with LIFR and IL6ST to activate JAK-STAT- and ERK1/2-signaling [194-197]. AKT1-mTOR-signaling activates IKKB-dependent phosphorylation of NFKBIA [198-200] and the NFkB pathway via mechanisms independent of NFKBIA degradation [201]. Increased STAT-signaling results in MMP3, SELE, SOCS3 and IL6 transcription [168, 202, 203]. Downstream of JNK1/2 signaling, the nuclear heterodimeric transcription factor complex activator protein 1 (AP-1; predominant form consisting of FOS and JUN family members) regulates (among other genes) inflammatory gene expression [204]. FOS and JUN also form a multimeric complex with SMAD3 and SMAD4 to regulate TGF- $\beta$  signaling [205]. BMP2 activates SMAD1/5/8 and SMAD signaling via BMPR2 [206]. CREB3L1 binds to SMAD4 regulating collagen-containing extracellular matrix genes [207], is a transcription factor controlling the cell-cycle following viral infection and is produced via p38-MAPK or the nuclear receptor NR4A1 [208].

DDX58 is polyubiquitinated and activated by TRIM25 [209, 210], and activates IKKBE which results in phosphorylation of IRF3 and IRF7, inducing interferon signaling [211, 212]. Increased transcription of PTGS2 [213], IL7 [214], DDX58 [215], IL12A [216] and TLR4 [217] is a result of IRF3/7-dependent interferon signaling. IL1A, IL1B and IL18 (cleaved by CASPs from pro-IL1A, pro-IL1B and pro-IL18, respectively) are secreted following the formation of GSDMD-cleavage-induced membrane pores upon NLRP3-inflammasome activation and nuclear translocation of NFkB-subunits.

In flagella and motile cilia, RSPH10B2 is a component of the radial spoke head of which the mechanism of action is unclear [218].

To our knowledge, no protein-protein interactions that fit into this landscape have been reported for the proteins encoded by the differentially expressed genes SYNGR4, OSTN and C10orf55.

# Supplementary material for: Molecular Signature of Neuroinflammation Induced in Cytokine-Stimulated Human Cortical Spheroids
**Source:** Biomedicines. 2022 Apr 29;10(5):1025. doi: 10.3390/biomedicines10051025
**Supplement:** Supplementary file 1

## Supplementary information 5 – refers to Figure 2

LTBR is a receptor for LTA and LTB, and signals via TRAF3 and TRAF5 to inhibit TRAF2-MAP3K14-mediated activation of NF-kappa-B (NFkB) via proteasomal degradation of MAP3K14, reducing inhibitory- $\kappa$ B kinase (IKK/IKBK)-dependent post-translational protein modification (phosphorylation) of NFkB inhibitor- $\alpha$  (NFKBIA) [82-84]; the IKBK-complex is the core element of the NFkB cascade. IL1R1 serves as a receptor for IL1A and IL1B, and activates the IKBKB subfamily via the signaling adapter molecules MyD88, IRAK1 and IRAK2 that induce IKBK-dependent phosphorylation of NFKBIA [85-88]. IKBKB also phosphorylates the IKKs IKBKG and IKBKE, and BCL10 and IRF5 [219-221]. TLR2 and TLR4 activate the IKBK subfamily and subsequent proteolytic processing of NFKBIA via TRAFs that are recruited by the signaling adapter molecule TICAM1 [222]. TLR4 activates the IKBK subfamily and subsequent proteolytic processing of NFKBIA via the signaling adapter molecule MyD88 or via IRAK-TRAF6-TIK1 signaling [89, 90]. TNFRSF4, TNFRSF5, TNFRSF8, TNFRSF9, TNFRSF12A, TNFRSF14, TNFRSF18, TNFRSF25 and TNFRSF27 are TNF receptors for the ligands TNFSF4, TNFSF7, TNFSF8, TNFSF9, TNFSF10, TNFSF12, TNFSF13B, TNFSF15 and TNFSF18, and activate proteolytic processing of NFkB-subunits to allow their translocation to the nucleus via TRAF1-IKBK-NFKBIA, TRAF2-IKBK-NFKBIA, TRAF5-IKBK-NFKBIA and TRAF2-MAP3K14 signaling [91-99, 223, 224]. TNFRSF6B is an anti-apoptotic receptor that neutralizes FasL, TNFSF14 and TL1A [225]. NGFR activates NFkB-signaling via TRAF6-IKBK-NFKBIA upon of BDNF and NGF [226]. EDAR is a receptor for EDA that signals through TRAF2-IKBK-NFKBIA and activates c-JUN N-terminal kinase (JNK) signaling [100]. TNF and LTA (in its homotrimeric form) bind to both TNFRSF1A (alias TNFR1) and TNFRSF1B (alias TNFR2), and as such activate TRAF1-TRAF2-IKBK-NFKBIA signaling [101]. TNFAIP3 is a direct inhibitor of IKBK-family members, and inhibits IKBKs also via inhibition of TRAF2 and of the NOD2-RIPK2 complex that forms in response to muramyl dipeptide (MDP) recognition [102]. BLNK activates IKBK-dependent NFKBIA phosphorylation via a BLNK-SYK-BTK-PLCy2 complex [103] and activates the JNK pathway [104]. The inflammation-transcription factor CEBPB is activated via mitogen-activated protein kinase (MAPK) kinases (MKKs) that include JNK1/2 [105]. LYN phosphorylates both BTK and SYK [106]. The expression of BCL3 is also induced by NFkB, which is part of the self-regulatory feedback loop that inhibits the translocation of NFKB1 from the cytoplasm to the nucleus [107], and BCL3 acts in the nucleus as a transcriptional coactivator of NFkB-subunits following phosphorylation by IKBK [108, 109]. PRKCQ mediates translocation and activation of NFKB1 and NFKB2 through activation of the BCL10-MALT1 complex and IKBK [110], and activates the transcription factor JUN via JNK signaling [111, 112]. BIRC3 is an E3 ubiquitin-protein ligase for RIPK1/2/3/4, IKBKE, TRAF1 and BCL10, which results in downstream IKBK-dependent NFKBIA phosphorylation [113, 114]. NFkB-subunits NFKB1, NFKB2, RELA and RELB are disinhibited following phosphorylation of NFKBIA and translocate to the nucleus where the homo- or heterodimeric complexes bind to DNA to activate or repress transcription [115, 116]. LRRC71 and LRRC18 may inhibit RELA, as one of their family members (LRRC25) displays a similar function [117]. NFkB binding to DNA regulates transcriptional activation of CSF1 [118], CSF2 [227], SELE [119, 120], IL6 [121, 122], ICAM1 and VCAM1 [123, 124], PTGS2 [125, 126], VEGFD and VEGFA [127], CXCL1 [128], CXCL2 [128], IL11 [129], IL15 [228], CXCL8/IL8 [130, 131], IL1B [132], IL1A [133], EBI3 [134], CCL9 [135], CCL20 [136, 137], TNF [138, 139], TNFRSF9 [140], BMP2 [141, 142], TNFAIP3 [143], RELB [145], IFNB1 [229, 230], JAG1 [231], CCL5 [232] and the extracellular matrix metalloproteinase MMP3 [146, 147]. MMP3, MMP9 and MMP14 all degrade extracellular matrix proteins such as fibronectin, laminin and collagens [148, 149, 233] and MMP3 and MMP9 cleave a subdomain of TNF $\alpha$  [150]. Plasminogen activator urokinase (PLAU) converts PLG to PLM, and PLM cleaves pro-MMPs to active MMPs [151, 152].

CCR1, CCR2, CCR3, CCR5, CCR6, CCR7 and CCR10 are receptors for the cytokines CCL2, CCL4, CCL4L1, CCL7, CCL8, CCL11, CCL19, CCL20 and CCL25, and activate the JAK-STAT-signaling pathway [153], MAPK-signaling pathway and PI3K-AKT1-

signaling via JNK [154-159]. The chemokines CX3CL1, CXCL1, CXCL2, CXCL3, CXCL8, CXCL9, CXCL10, CXCL11, CXCL12 and CXCL13 bind to CX3CR1, CXCR1, CXCR2, CXCR3, CXCR4 and CXCR5, and induce GPCR-signaling via PI3K-AKT1-, PLCG2/DAG- and MAPK-signaling [160-164].

IL6R associates with IL6ST to form a receptor for IL6, LIF, and OSM (among others) [165] and activates MEK1-ERK1/2-signaling [166] and STAT3-signaling [167]. IL6-signaling also activates the JAK-repressor SOCS3 [168]. IL3RA, IL4R, IL5R, IL7R (IL3RA and IL5RA in complex with their common beta chain protein CSF2RB [234]) via their ligands IL3, IL4/IL13, IL5 and IL7/TSLP, respectively, activate JAK-STAT signaling [38, 169-171]. A complex consisting of IL12A, IL27 and EBI3 binds to IL31RA to activate JAK-STAT-signaling [172-174] and SOCS3 [175, 176]. IL15R and IL18R1 are receptors for IL12A, IL15 and IL18, and activate JAK-STAT-signaling and TRAF2/6-IKBK-dependent NFkB signaling [177, 178]. A common subunit of IL15RA is IL2RG [235].

Binding of IFNG to the IFNGR1-IFNGR2 complex activates JAK-STAT signaling [236-238]. VEGFA and VEGFD are ligands for KDR and FLT4, tyrosine kinase receptors that activate RAS-RAF-MEK1-ERK1/2- and PI3K-AKT1-signaling [179, 180]. VEGFD also promotes nuclear translocation of STAT1/STAT6 via KDR/FLT4 [181]. FLT3 is activated by FLT3LG and signals through RAS-RAF-MEK1-ERK1/2- and PI3K-AKT1-pathways [239]. PDGFRA, PDGFRB, and PDGFRL activate ERK1/2- and AKT1-signaling [182, 183], and JAK1-STAT1/3/6- and JAK2-STAT5 signaling [184, 185] through activation by PDGFB [240], PDGFD or LYN [186]. JAG1 binds to NOTCH1 to activate STAT5-signaling [241]. Upon binding of EPO and LYN, EPOR activates the PI3K-AKT1-, ERK1/2- and JAK2-STAT5-signaling pathways [106, 187]. OSMR in complex with IL6ST binds to IL31RA to form IL31R, and activate STAT1, STAT3 and STAT5 via JAK2 [188, 189]. Upon binding of LIF, LIFR in complex with IL6ST activates JAK-STAT-signaling [190, 191], highly similar to the OSM-OSMR mechanism of action [192]. Likewise, a complex between IL11RA and IL6ST activates JAK-STAT- and PI3K-AKT1-signaling [193]. CNTF, CRLF1 and CLCF1 bind to CNTFR in complex with LIFR and IL6ST to activate JAK-STAT- and ERK1/2-signaling [194-197, 242, 243]. MET is a receptor for HGF and activates PI3K-AKT1-, ERK1/2- and STAT3-signaling [244]. MAP2K3 directly activates p38-signaling in the MAPK-signaling pathway [245]. AKT1-mTOR-signaling activates IKBK-dependent phosphorylation of NFKBIA [198-200] and the NFkB pathway via mechanisms independent of NFKBIA degradation [201]. Increased STAT-signaling results in MMP3, SELE, SOCS3 and IL6 transcription [168, 202, 203]. Downstream of JNK1/2 signaling, the nuclear heterodimeric transcription factor complex activator protein 1 (AP-1; predominant form consisting of FOS and JUN family members) regulates (among other genes) inflammatory gene expression [204]. FOS and JUN also form a multimeric complex with SMAD3 and SMAD4 to regulate TGF- $\beta$  signaling [205]. TGFBR2 and TGFBR3L activate SMAD4 signaling and nuclear translocation via SMAD2 phosphorylation [246]. BMP2 and BMP7 activate SMAD1/5/8 and SMAD signaling via BMPR2 and BMPR7, respectively [206, 247]. CREB3L1 binds to SMAD4 regulating collagen-containing extracellular matrix genes [207], is a transcription factor controlling the cell-cycle following viral infection and is produced via p38-MAPK or the nuclear receptor NR4A1 [208].

DDX58 is polyubiquitinated and activated by TRIM25 [209, 210], and activates IKBKE which results in phosphorylation of IRF3 and IRF7, inducing interferon signaling [211, 212]. TICAM1 also activates TBK1 via TLRs and recruits IKBKE-IRF3/7-dependent interferon signaling [248, 249]. Increased transcription of PTGS2 [213], IL7 [214], DDX58 [215], IL12A [216], TLR4 [217] and CASP7 is a result of IRF3/7-dependent interferon signaling. IL1A, IL1B and IL18 (cleaved by CASPs from pro-IL1A, pro-IL1B and pro-IL18, respectively) are secreted following the formation of GSDMD-cleavage-induced membrane pores upon NLRP3-inflammasome activation and nuclear translocation of NFkB-subunits. CASP7 cleaves GSDMD at a site rendering it impossible to induce pyroptosis [250].

Apoptotic programs are activated via the FADD, CASP8 and FAS complex that represents a receptor for TNFSF6 [251] and mobilizes CASP7 [252].

C11orf65 is an inhibitor of mitochondrial fission [253].

In flagella and motile cilia, RSPH10B and RSPH10B2 are components of the radial spoke head of which the mechanism of action is unclear [218].

To our knowledge, no protein-protein interactions that fit into this landscape have been reported for the proteins encoded by the differentially expressed genes SYNGR4, LOC101927322, OSTN, DTHD1, CTAGE8, C10orf55 and TMED7-TICAM2.

# Supplementary material for: Molecular Signature of Neuroinflammation Induced in Cytokine-Stimulated Human Cortical Spheroids
**Source:** Biomedicines. 2022 Apr 29;10(5):1025. doi: 10.3390/biomedicines10051025
**Supplement:** Supplementary file 1

## Supplementary information 6 – refers to Figure 3

LTBR is a receptor for LTA and LTB, and signals via TRAF3 and TRAF5 to inhibit TRAF2-MAP3K14-mediated activation of NF-kappa-B (NFkB) via proteasomal degradation of MAP3K14, reducing inhibitory-kB kinase (IKK/IKBK)-dependent post-translational protein modification (phosphorylation) of NFkB inhibitor-alpha (NFKBIA) [82-84]; the IKBK-complex is the core element of the NFkB cascade. IL1R1 serves as a receptor for IL1A and IL1B, and activates the IKBK subfamily via the signaling adapter molecules MyD88, IRAK1 and IRAK2 that induce IKBK-dependent phosphorylation of NFKBIA [85-88] and MAP3K8 via TRAF6 [254]. TLR4 activates the IKBK subfamily and subsequent proteolytic processing of NFKBIA via the signaling adapter molecule MyD88 or via IRAK-TRAF6-TIK1-signaling [89, 90] and MAPK/ERK-signaling via MAP3K8 [255]. Both TLR2 and TLR4 affect interferon-signaling via the MyD88 adapter protein TICAM2 [256, 257]. TNFRSF4, TNFRSF5, TNFRSF9, TNFRSF12A, TNFRSF14, TNFRSF18, TNFRSF25 and TNFRSF27 are TNF receptors for the ligands TNFSF4, TNFSF7, TNFSF8, TNFSF9, TNFSF10, TNFSF12, TNFSF13B, TNFSF15 and TNFSF18, and activate proteolytic processing of NFkB-subunits to allow their translocation to the nucleus via TRAF1-IKBK-NFKBIA, TRAF2-IKBK-NFKBIA, TRAF5-IKBK-NFKBIA and TRAF2-MAP3K14 signaling [91-99]. EDAR is a receptor for EDA that signals through TRAF2-IKBK-NFKBIA and activates c-JUN N-terminal kinase (JNK) signaling [100]. TNF and LTA (in its homotrimeric form) bind to both TNFRSF1A (alias TNFR1) and TNFRSF1B (alias TNFR2), and as such activate TRAF1-TRAF2-IKBK-NFKBIA signaling [101]. TNFAIP3 is a direct inhibitor of IKBK-family members, and inhibits IKBKs also via inhibition of TRAF2 and of the NOD2-RIPK2 complex that forms in response to muramyl dipeptide (MDP) recognition [102]. The inflammation-transcription factor CEBPB is activated via mitogen-activated protein kinase (MAPK) kinases (MKKs) that include JNK1/2 [105]. BLNK activates IKBK-dependent NFKBIA phosphorylation via a BLNK-SYK-BTK-PLCy2 complex [103] and activates the JNK pathway [104]. The expression of BCL3 is also induced by NFkB, which is part of the self-regulatory feedback loop that inhibits the translocation of NFKB1 from the cytoplasm to the nucleus [107], and BCL3 acts in the nucleus as a transcriptional coactivator of NFkB-subunits following phosphorylation by IKBK [108, 109]. PRKCQ mediates translocation and activation of NFKB1 and NFKB2 through activation of the BCL10-MALT1 complex and IKBKs [110], and activates the transcription factor JUN via JNK signaling [111, 112]. BIRC3 is an E3 ubiquitin-protein ligase for RIPK1/2/3/4, IKBKE, TRAF1 and BCL10, which results in downstream IKBK-dependent NFKBIA phosphorylation [113, 114]. NFkB-subunits NFKB1, NFKB2, RELA and RELB are disinhibited following phosphorylation of NFKBIA and translocate to the nucleus where the homo- or heterodimeric complexes bind to DNA to activate or repress transcription [115, 116]. IKBKB also transactivates MAPK-signaling via MAP3K8 [258, 259]. LRRC71 and LRRC18 may inhibit RELA, as one of their family members (LRRC25) displays a similar function [117]. NFkB binding to DNA regulates transcriptional activation of CSF1 [118], CSF3 [260], SELE [119, 120], IL6 [121, 122], ICAM1 and VCAM1 [123, 124], PTGS2 [125, 126], VEGFD [127], CXCL1 [128], CXCL2 [128], IL11 [129], CXCL8/IL8 [130, 131], IL1B [132], IL1A [133], EBI3 [134], CCL9 [135], CCL20 [136, 137], TNF [138, 139], TNFRSF9 [140], BMP2 [141, 142], TNFAIP3 [143], RELB [145], EDN1 [261], the anti-apoptotic protein BCL2A1 [262, 263] and the extracellular matrix metalloproteinase MMP3 [146, 147]. MMP3 and MMP14 degrade extracellular matrix proteins such as fibronectin, laminin and collagens [148, 149] and MMP3 cleaves a subdomain of TNF $\alpha$  [150]. Plasminogen activator urokinase (PLAU) converts PLG to PLM, and PLM cleaves pro-MMPs to active MMPs [151, 152].

CCR1, CCR2, CCR3, CCR5, CCR6, CCR7 and CCR10 are receptors for the cytokines CCL2, CCL4, CCL4L1, CCL7, CCL8, CCL11, CCL19 and CCL20, and activate the JAK-STAT-signaling pathway [153], MAPK-signaling pathway and PI3K-AKT1-signaling via

How the deposited data were processed for this re-analysis (not part of the article)

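Bulk RNA-seq libraries of unstimulated and stimulated HMC3 and HOG cells were examined, 4 libraries in all with 1 per condition, so the comparisons have no replicate error and no paired design. Conditions were taken from the sample labels and from the paper, which give the same stimulations. The hCS libraries of the paper were not analysed here.

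The authors mapped the clean reads with Bowtie2 (v2.2.5) and deposited, for each library, the expected counts that RSEM (v1.2.12) estimated per gene, without normalization. The authors also deposited FPKM values of the same genes, which RSEM scales by gene length and by the reads of each library, written with 2 decimals. The paper names HISAT2 (v2.0.4) for mapping to the genome, which it gives as h38. Genes carry Entrez identifiers, symbols and gene ontology terms in the files, and no coordinates. Positions were taken from the RefSeq annotation of GRCh38.p14 by Entrez identifier, and 17336 of the 17629 genes listed for any library had one. The lowest FPKM listed in each library was 0.01, so a gene absent from a library was taken as 0 counts and FPKM 0. Because RSEM divides reads between genes that share sequence, values of near-identical copies, of overlapping genes and of readthrough genes depend on that division.

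The expected counts per library are given with the results, and they were between 25377082 and 30854261. At this depth the smallest share of a library that 3 counts can show is 9.72e-06% in the deepest and 1.18e-05% in the shallowest library. One gene, *FN1*, held 4.96% of the counts of unstimulated HMC3 and 1.47% of those of stimulated HMC3. Shares are given with Wilson 95% intervals.

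Expected counts were rounded to whole numbers and compared between the 2 libraries of a line with the Audic-Claverie test, on which PoissonDis is based, two-sided by doubling. The false discovery rate was computed by the Benjamini-Hochberg method over genes with a count in either library. A DEG had a false discovery rate of at most 0.001 and an FPKM ratio of at least 2 in either direction, with an FPKM of 0 set to 0.01. The paper names PoissonDis and both thresholds. The 0.01 in place of 0 and the Benjamini-Hochberg method were taken from the values in Supplementary Information S2, and the rounding, the doubling and the set of genes tested were chosen for the present work. Random lists were drawn 10000 times within 20 bins of mean expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used. On simulated counts drawn from the means of the real genes, with 200 genes changed 4-fold, the test recovered 199 of the changed genes among 16635 genes for HMC3 and 200 among 15661 genes for HOG, and called 0 unchanged genes. The edgeR exact test with an assumed coefficient of variation of 0.1 recovered 199 and 196. The simulated counts varied by read counting only, without variation between cultures, and no low-count gene was changed. The simulation therefore cannot show how many false calls variation between cultures would give.

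The alternatives were TMM and DESeq2 scaling, a minimum of 10 counts, pseudocounts of 0.1 and 1 on FPKM, the Benjamini-Yekutieli adjustment, edgeR exact tests with assumed biological coefficients of variation of 0.1, 0.2 and 0.4, thinning of each library to the smallest total, a fold change of at least 4, a false discovery rate of at most 0.05, a fold change of at least 2 without a test among genes with an FPKM of at least 1 in one library, lists limited to genes with counts, and a count of DEGs that changed in the direction of the list. After the data were seen, fold changes relative to 50 chromosomal neighbours and HMC3 lists cut to the length of the HOG list were added. The genes named in the text are those in lists copied from the paper, with the NFκB, STAT, qPCR, receptor and cell marker genes first, and in each line the 5 DEGs with the largest increase and the 5 with the largest decrease among DEGs with at least 50 counts in one library. The hCS lists are the part of Supplementary Information S2 with the largest fold changes and the gene names read from Supplementary Figure S6C,D. One gene of these lists is not reported here.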

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

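Some tests were chosen only after the result was seen, namely those on shuffled positions, on genes that were no DEGs, on HOG RNA, on distant genes, on the correlation of chromosome medians between the lines, and on readthrough genes.

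A signal appeared in data the paper did not analyse, the position of genes along chromosomes. Over 11257 genes with at least 50 counts in both HMC3 libraries, the median log2 fold change differed between chromosomes, from 0.48 on chromosome 10 and 0.36 on chromosome 8 to -0.20 on chromosome 9 and -0.32 on chromosome X. The SD of the 23 chromosome medians was 0.19 in HMC3 and 0.018 in HOG. In HOG, 20 of 10000 shuffles of gene positions gave as large an SD (0.011 on average), and removal of the trends with GC content and gene length left an SD of 0.011. Steps also lay inside chromosomes, at borders chosen after the values were seen. On chromosome 2, the 41 genes below 20 Mb had a median of -0.78 and the 711 genes beyond had a median of 0.13. On chromosome X, the 78 genes below 45 Mb had a median of -0.64 and the 288 genes beyond had -0.18. In HOG, the same regions of chromosomes 2 and X lay between -0.02 and 0.02.

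Several technical explanations were tested. In HMC3, the largest SD of chromosome medians among the shuffles was 0.071. After removal of the same trends, which were known for 99.6% of these genes, the SD was 0.177. Among the 9580 genes that were no DEGs, it was 0.146, above all shuffles (at most 0.063). Genes that respond less than 2-fold stay among them, so clusters of responding genes cannot be ruled out by this. RNA of HOG cells in the stimulated HMC3 library is set against by 49 genes with at least 500 counts in unstimulated HOG and at most 3 counts in unstimulated HMC3. Their median level in stimulated HMC3 was 0.435% of that in HOG. A response to the stimulation that follows chromosomes would be shared by HOG if both lines had it, and the correlation of the chromosome medians between the lines, across 23 chromosomes that are not independent replicates, was 0.041. HOG answered the stimulation less, so such a response in HMC3 alone cannot be told apart. A candidate explanation is that the 2 HMC3 cultures differed in chromosome copy number. The fold changes of genes 20 to 50 Mb apart on a chromosome had a correlation of 0.072 in HMC3, against at most 0.0026 in 100 shuffles and 0.0034 in HOG, and genes 1 to 5 Mb apart had 0.102 in HMC3. Chromosome medians that differ already give distant genes of a chromosome such a correlation. It therefore cannot tell copy number from a response that follows chromosomes. If the cultures differed in chromosome copy number, part of the differences between the HMC3 libraries may not be due to the stimulation. A neighbourhood shift of more than 0.3 was found for 25.6% of the placed genes in HMC3 and for 0% in HOG.

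Between the groups, 18 genes were DEGs in both lines and changed in opposite directions. The difference was not tested, as each condition has 1 library. Of these genes, 5 were at or under 3 counts in at least one library, and 2 were readthrough genes, whose reads RSEM divides with the genes they are made of. *TRIM39-RPP21* went from 44 counts to 0 in HMC3 and from 0 to 13 in HOG, and *MINOS1-NBL1* from 0 to 18 in HMC3 and from 19 to 0 in HOG. In HOG, *TRIM39* itself had 347 and 305 counts. Of 50 readthrough genes with a count in HOG, 6 were DEGs (12.0%), which is at percentile 99.94 of random lists matched on mean expression (2.32% on average). In HMC3, 18 of 51 were DEGs (35.3%), at percentile 95.33 (25.4% on average). Division of reads may account for the opposite changes of these 2 genes. With fold changes taken relative to chromosomal neighbours, 15 of the 18 genes were still DEGs in opposite directions, so shifts along chromosomes do not account for most of them. *DKK1* and *ZNF708* no longer were, with 0.57 and 0.64 in HMC3, and *TRIM39-RPP21* was no longer a DEG in HOG. Examples with counts above the floor in each library are *IL7R*, which rose from 2406 to 8991 counts in HMC3 and fell from 57 to 20 in HOG, and *KLF4*, which rose from 320 to 2288 and fell from 261 to 116. Variation between cultures was not measured, and a difference in response between the lines remains a hypothesis for them.

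Genes of the type I interferon signaling pathway, which the paper does not report for these cell lines, rose in stimulated HMC3. Of the 46 genes the files annotate with it, 32 were upregulated DEGs in HMC3 and 2 downregulated DEGs. The 42 genes with at least 10 counts over both HMC3 libraries had a median log2 fold change of 2.58, at percentile 100 of the random lists. With TMM or DESeq2 scaling it was 2.41 or 2.42. After removal of the shifts along chromosomes the median was 2.46, still at percentile 100. In HOG, 0 genes of the pathway were DEGs, and the median of 36 genes was 0.14, at percentile 99.99, so a small rise was seen there too. Low counts in HOG may account for part of the difference, since 78.3% of the pathway's genes had 10 counts in HOG and 91.3% in HMC3. They do not account for the 36 genes with counts. *IFNB1* went from 2 to 171 counts in HMC3, at least 62.6-fold higher, and had 0 counts in both HOG libraries. LPS came before the cytokines in both lines, so these libraries cannot tell which stimulus raised the interferon genes. The LPS receptor gene *TLR4* had 1 count in each HOG library. That the lines differ in their interferon response is a hypothesis, since the difference between the lines was not tested and variation between cultures was not measured.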

How the results depend on the processing

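The added settings, fold changes relative to chromosomal neighbours and HMC3 lists cut to the length of the HOG list, were chosen only after the results were seen. The other 15 alternatives, the main settings and the rule for named genes were fixed before the data were examined. No paired analysis was possible because each condition has 1 library.

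Of 237 comparisons of 17 results with these 15 alternatives, 168 kept their value within 1.5 times the number of DEGs or within the 95% interval of the percentage, and 69 did not. The ratio of the numbers of DEGs in HMC3 and HOG lay between 8.70 (false discovery rate of at most 0.05) and 15.7 (coefficient of variation of 0.2). The overlap of the hCS lists was higher in HMC3 than in HOG in 59 of 60 comparisons over lists and settings. The exception was the downregulated TNFα list with a coefficient of variation of 0.4, where both were 0%. HMC3 had more DEGs than HOG in each of these settings, which by itself favours a larger overlap. The lists of equal length were not among the settings compared. TMM scaling moved the median log2 fold change in HMC3 from 0.12 to -0.04, and the upregulated share of HMC3 DEGs from 64.5% to 51.5%. With DESeq2 scaling that share was 52.6%. Of the 2719 HMC3 DEGs, 2342 remained DEGs with TMM and 2365 with DESeq2 scaling, so the split of HMC3 DEGs by direction depends on the scaling more than their number, which was 2672 and 2659. The cause of the changes below was not tested.

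With a pseudocount of 1, HMC3 had 1440 DEGs (931 up, 509 down) and HOG 125 (95 up, 30 down), with 74 shared. The 4 h TNFα list overlapped by 39.6% in HMC3 and 14.8% in HOG, and the IL-1β up list by 39.5% in HMC3. The TNFα down list overlapped by 2.22% in HMC3 and 0% in HOG, and the IL-1β down list by 9.09% and 0%. The cytokine share in HMC3 was 2.47%.

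With an assumed coefficient of variation of 0.1, 53 genes were downregulated in HOG. With 0.2, HMC3 had 943 DEGs (655 up, 288 down) and HOG 60 (52 up, 8 down), with 38 shared. The 4 h TNFα list overlapped by 41.7% in HMC3 and 11.3% in HOG, the IL-1β up list by 17.1% in HOG and the TNFα down list by 6.67% in HMC3. The cytokine share in HMC3 was 2.75%. With 0.4, HMC3 had 134 DEGs (95 up, 39 down) and HOG 9 (9 up, 0 down), with 8 shared. The 4 h TNFα list overlapped by 13.9% in HMC3 and 2.61% in HOG, the IL-1β up list by 26.3% and 10.5%, the TNFα down list by 0% and 0%, and the IL-1β down list by 4.55% and 0%. The cytokine shares were 10.5% in HMC3 and 22.2% in HOG.

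With a fold change of at least 4, HMC3 had 1069 DEGs (755 up, 314 down) and HOG 93 (74 up, 19 down), with 52 shared. The 4 h TNFα list overlapped by 44.8% and 13.5%, and the cytokine share in HMC3 was 2.65%. With a false discovery rate of at most 0.05, HOG had 375 DEGs, 157 of them down. Without a test, the 4 h TNFα list overlapped by 43.5% in HMC3, the IL-1β up list by 40.8%, the TNFα down list by 6.67% in HMC3 and 0% in HOG, and the IL-1β down list by 9.09% in HMC3.

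With lists limited to genes with at least 10 counts, the 4 h TNFα list overlapped by 70.8% in HMC3 and 31.9% in HOG, the IL-1β up list by 87.8% and 69.0%, the TNFα down list by 50% in HMC3, and the IL-1β down list by 71.4% and 33.3%.

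With as many HMC3 DEGs as HOG has, chosen by fold change, the overlaps in HMC3 were 17.4% for the 4 h TNFα list, 36.8% for the IL-1β up list, 6.67% for the TNFα down list and 13.6% for the IL-1β down list. Chosen by p, they were 17.0%, 14.5% and 2.22%, and 4.55% for the IL-1β down list.

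The genes whose direction changed had log2 fold changes near 0, and TMM and DESeq2 scaling lower HMC3 genes with counts in both libraries by the same amount. For the named genes, 598 of 637 comparisons with these alternatives kept their direction and their side of the threshold, 32 were no longer DEGs, 0 became DEGs and 7 changed direction. With TMM scaling, *STAT3*, *TNFRSF1A* and *IL1R1* were at -0.051, -0.11 and -0.15 in HMC3, and with DESeq2 scaling at -0.036, -0.093 and -0.14. *IL1R1* was at -0.036 after thinning and, relative to chromosomal neighbours, at -0.046.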

Differences from the paper's values

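The paper's stated read depth is 30000 reads. The expected counts added up to 30854261 for unstimulated HMC3, 28079286 for stimulated HMC3, 27457222 for unstimulated HOG and 25377082 for stimulated HOG. Of the alternatives set before the data were examined, thinning is the one that changes these totals. It lowers each library only to the smallest total, 25377076 counts, so it could not have closed the gap. The number of genes the paper gives as identified, between 17000 and 18000, is above the number of genes listed for each library, which was between 15362 and 16216, by less than 1.5 times. The percentages of Figure 6C cover whole hCS DEG lists with both directions and were not set against the percentages given here, which cover other lists.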

Other observations

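The lists of equal length and the fold changes relative to chromosomal neighbours are settings that were chosen only after the results were seen.

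HMC3 had 10.9 times as many DEGs as HOG. After thinning of all libraries to the smallest total, the ratio was 10.6, so the deeper HMC3 libraries do not account for it. With TMM and DESeq2 scaling, which limit the influence of a few genes with many counts, the lower of the 2 ratios was 10.8. With fold changes taken relative to chromosomal neighbours, the ratio was 10.0, so the shifts along chromosomes do not account for it either. With an assumed biological coefficient of variation of 0.4, 134 genes were called in HMC3 and 9 in HOG, a ratio of 14.9. That coefficient is an assumption for both lines, and cultures of HMC3 could vary more than cultures of HOG, which 1 library per condition cannot show. The larger number of DEGs therefore cannot be told apart from variation between cultures.

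The larger share of hCS genes called in HMC3 was examined with lists of equal length. With HMC3 calls limited to 249 genes, at most 17.4% of the 4 h TNFα list was called in HMC3, against 19.6% in HOG (15.0% to 25.2%). The larger overlap of this list with HMC3 may thus reflect the larger number of DEGs in that line. The other lists depended on how the genes were ranked. Ranked by fold change, HMC3 stayed above HOG, with 36.8% against 26.3% for the top upregulated genes after IL-1β-stimulation, 6.67% against 4.44% for the downregulated TNFα list and 13.6% against 9.09% for the downregulated IL-1β list. Ranked by p, HMC3 was below HOG, with 14.5%, 2.22% and 4.55%. The HOG percentages of both downregulated lists rest on the same 2 genes. The fold changes of the listed genes were larger in HMC3, as their medians show, and the test on lists of equal length does not bear on that.

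The cell marker genes named in the paper, other than those of microglia, had these counts in unstimulated cells. The oligodendrocyte gene *MBP* had 2 counts in HMC3 and 472 in HOG. *SPARC* had 39077 in HMC3 and 14 in HOG, and *PAX6* had 834 and 14. *MAPT* had 39 and 726, and *SLC17A7* had 40 and 622. *GAD1* had 74 and 267, and *GFAP* had 7 and 3. *NEFL* had 2 and 1, *MAP2* had 4 and 0, and *PECAM1* had 3 and 0. *AQP4* is listed for none of the libraries.

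*EMC10*, which had 0 counts in stimulated HMC3, had 4020 counts in unstimulated and 3576 in stimulated HOG. *COL1A2* was at or under the floor in both HOG libraries.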
